# Discovery and Anti-Inflammatory Activity of a Cyanobacterial Fatty Acid Targeting the Keap1/Nrf2 Pathway

**DOI:** 10.3390/md21110553

**Published:** 2023-10-25

**Authors:** Fatma H. Al-Awadhi, Emily F. Simon, Na Liu, Ranjala Ratnayake, Valerie J. Paul, Hendrik Luesch

**Keywords:** marine cyanobacteria, fatty acids, inflammation, RNA sequencing, NF-κB, immune function, multiple sclerosis

## Abstract

The monounsaturated fatty acid 7(*E*)-9-keto-hexadec-7-enoic acid (**1**) and three structurally related analogues with different oxidation states and degrees of unsaturation (**2**–**4**) were discovered from a marine benthic cyanobacterial mat collected from Delta Shoal, Florida Keys. Their structures were elucidated using NMR spectroscopy and mass spectrometry. The structure of **1** contained an α,*β*-unsaturated carbonyl system, a key motif required for the activation of the Keap1/Nrf2−ARE pathway that is involved in the activation of antioxidant and phase II detoxification enzymes. Compounds **1**–**4** were screened in ARE-luciferase reporter gene assay using stably transfected HEK293 cells, and only **1** significantly induced Nrf2 activity at 32 and 10 µM, whereas **2**–**4** were inactive. As there is crosstalk between inflammation and oxidative stress, subsequent biological studies were focused on **1** to investigate its anti-inflammatory potential. Compound **1** induced *Nqo1*, a well-known target gene of Nrf2, and suppressed *iNos* transcript levels, which translated into reduced levels of nitric oxide in LPS-activated mouse macrophage RAW264.7 cells, a more relevant model for inflammation. RNA sequencing was performed to capture the effects of **1** on a global level and identified additional canonical pathways and upstream regulators involved in inflammation and immune response, particularly those related to multiple sclerosis. A targeted survey of marine cyanobacterial samples from other geographic locations, including Guam, suggested the widespread occurrence of **1**. Furthermore, the previous isolation of **1** from marine diatoms and green algae implied a potentially important ecological role across marine algal eukaryotes and prokaryotes. The previous isolation from sea lettuce raises the possibility of dietary intervention to attenuate inflammation and related disease progression.

## 1. Introduction 

Inflammation is a process that involves the activation of immune and non-immune cells as a protective mechanism in response to exposure to toxins, pathogens and infection, as well as tissue injury [1]. Although intermittent or acute inflammation is crucial for tissue repair, recovery and survival, progression to chronic inflammation is undesirable. Chronic inflammation underlies the pathogenesis of several diseases including diabetes, chronic obstructive pulmonary disorder (COPD), chronic kidney disease, cancer, neurodegenerative and cardiovascular diseases. It has been recognized as the most significant cause of death worldwide, with more than 50% of deaths attributed to the aforementioned underlying pathogenesis [1]. One of the causative factors of inflammation is oxidative stress, which results from the overproduction of reactive oxygen species (ROS) in excessive amounts that cannot all be neutralized by the endogenous antioxidant defense mechanisms [2]. A significant body of evidence supports the link between oxidative stress and inflammation [2,3,4]. High levels of ROS not only damage cellular structures, including lipids, proteins and nucleic acid, but also activate a variety of transcriptional factors, resulting in differential expression of genes involved in inflammatory pathways that ultimately lead to chronic inflammation and can even progress to cancer [3,5,6].

To combat these damaging effects of oxidative stress, cells are equipped with antioxidant defensive mechanisms responsible for the clearance of ROS and maintenance of cellular redox homeostasis. Kelch ECH-associated protein 1 (Keap1)/nuclear factor erythroid 2-related factor 2 (Nrf2)−antioxidant response element (ARE) signaling is a key cytoprotective pathway involved in the induction of phase II detoxification enzymes and therefore protects cells from the accumulation of toxic metabolites [3]. Keap1, a negative regulator of Nrf2 in the cytoplasm, is a cysteine-rich protein (27 cysteine residues) and, upon alkylation of specific Cys residues (usually C151) by electrophiles, induces Nrf2 translocation to the nucleus, where it binds to the ARE and induces the expression of antioxidant genes (*NQO1*, *HO-1*) and suppresses NF-κB-dependent proinflammatory genes (*iNOS*, *COX2*) [3,7,8,9,10]. Hence, the Keap1/Nrf2−ARE pathway is considered a promising therapeutic target for the management of several inflammatory and oxidative-stress-mediated diseases. This is further supported by the fact that bardoxolone methyl, which is an Nrf2 activator, has reached phase III clinical trials for the management of diabetic kidney disease (NCT03550443) [11].

Among the well-established Nrf2 activators are molecules bearing an α,*β*-unsaturated carbonyl moiety [7,8]. They activate Nrf2 via electrophilic modification of cysteine residues on the Keap1 protein through the 1,4-conjugate addition (Michael) reaction [7,8]. Their chemical reactivity and specific molecular architecture dictate the target profile in the cysteome within and beyond Keap1, producing a net effect. Levels of pleiotropic effects at the target level and downstream signaling contribute to both therapeutic efficacy and toxicity, which has to be taken into consideration. The α,*β*-unsaturated moiety-bearing Nrf2 activator dimethyl fumarate has been approved by the FDA for the management of multiple sclerosis, while several other multi-target drug candidates are in clinical trials for various indications, including curcumin (impaired glucose tolerance and insulin resistance; NCT01052025), licochalcone A (squamous cell carcinoma; NCT03292822) and parthenolide (cancer; NCT00133341) (Figure 1) [7].

Several marine-derived Nrf2 modulators have been reported [12]. In particular, marine algae are known for their cytoprotective effects, and several secondary metabolites have been isolated and characterized as inducers of the Keap1/Nrf2−ARE pathway [13,14]. Marine cyanobacteria are a rich source of structurally diverse secondary metabolites that elicit a wide range of biological activities [15,16,17,18]. Several natural products containing an α,*β*-unsaturated carbonyl system have been isolated from marine benthic cyanobacteria and are reported to induce the activation of Nrf2, including anaenamides C and D (*Hormoscilla* sp.), honaucin A (*Leptolyngbya crossbyana*), and malyngamide F acetate (*Lyngbya majuscula*) (Figure 1) [19,20,21].

Our efforts to explore field collections of marine cyanobacterial mats from the Florida Keys and Guam have led to the discovery of a monounsaturated fatty acid bearing an α,*β*-unsaturated carbonyl (**1**) in addition to three related analogues (**2**–**4**; Figure 2A). Herein, we describe their isolation, structure elucidation and Nrf2−ARE activity. We report the anti-inflammatory effects of the active compound **1** in lipopolysaccharide (LPS)-stimulated mouse macrophages and captured global transcriptional responses to identify pathways modulated by **1**.

## 2. Results

### 2.1. Isolation and Structure Elucidation

The red marine cyanobacterial mat (VPFK21-7) collected off Delta Shoal in the Florida Keys was freeze-dried and extracted with 1:1 EtOAc−MeOH. The non-polar extract was subsequently partitioned between EtOAc and H_2_O. The EtOAc soluble fraction was then fractionated with silica gel column chromatography using a gradient system starting with 30% EtOAc−Hex and ending with 1:1 EtOAc−MeOH to afford four fractions. The fractions eluting with 30% EtOAc−Hex and EtOAc were further purified by reversed-phase HPLC, resulting in the isolation of four fatty acid type compounds differing in oxidation status and degree of unsaturation (**1**–**4**, Figure 2).

The HRESIMS spectrum of **1** in the negative mode showed an ion peak at *m*/*z* 267.1964 [M − H]^−^, suggesting a molecular formula of C_16_H_28_O_3_ which corresponds to 7(*E*)-9-keto-hexadec-7-enoic acid, a known compound previously isolated from the marine diatom *Skeletonema marinoi* and green alga *Ulva lactuca* [14,22]. Analysis of the ^1^H NMR spectrum acquired in CDCl_3_ revealed the characteristic two olefinic protons H-7 (*δ*_H_ 6.83, *dt*) and H-8 (*δ*_H_ 6.08, *d*) indicative of a Michael acceptor motif present in **1**. Compound **1** possessed the same ^1^H and ^13^C NMR chemical shifts, deduced from the ^1^H NMR and HSQC spectra, to the known compound previously isolated from *Ulva lactuca* (Table 1; Figure 2) [14]. The planar structure was confirmed via HMBC and HSQC-TOCSY and the position of the olefinic double bond was established by selective 1D TOCSY and ESI-MS/MS fragmentation (Figure 1 and Figure S1). The fragmentation of the [M − H]^−^ ion of **1** showed the same fragmentation pattern as **1** isolated from the diatom *Chaetoceros karianus* [23]. A strong fragment ion peak at *m*/*z* 127.1 was evident, which corresponds to the cleavage across C-8/C-9. Compound **1** was also isolated through chemical investigations of four other marine cyanobacteria collected from the Florida Keys and Guam, suggesting a widespread occurrence and potentially important ecological role (see experimental section and Supporting Information).

The HRESIMS spectrum of the optically active compound **2** ([α] _D_^20^ ₊ 23 (*c* 0.01, MeOH)) in the negative mode showed an ion peak at *m*/*z* 269.2119 [M − H]^−^, suggesting a molecular formula of C_16_H_30_O_3_ with two degrees of unsaturation. Analysis of the ^1^H NMR spectrum of **2** and direct comparison with **1** revealed the presence of the two characteristic olefinic proton signals H-7 (*δ*_H_ 5.63, *dt*) and H-8 (*δ*_H_ 5.47, *dd*), with an *E* configuration based on their coupling constant (*J* = 15.3 Hz) and allylic proton H-6 (*δ*_H_ 2.05, *dt*), which were all shifted upfield compared to **1**. Additionally, a new methine signal H-9 (*δ*_H_ 4.06, *dt*) was evident in the ^1^H NMR spectrum of **2**. Taken together, these data suggest that the C-9 keto carbonyl in **1** is replaced by a hydroxy–methine in compound **2**. The proposed structure was further confirmed through analysis of the HMBC data, which showed the presence of only one carbonyl (*δ*_C_ 176.6) corresponding to the carboxylic acid as in **1** but missing keto carbonyl (Table 1 and Table S1; Figure 2). The position of the double bond was confirmed via an ozonolysis reaction followed by oxidative workup to generate two fragments, which were detected by ESIMS in the negative mode (*m*/*z* 159.12 [M − H]^−^ corresponding to the dicarboxylic acid fragment and 173.08 [M − H]^−^ corresponding to the alpha hydroxy carboxylic acid fragment), suggesting the cleavage of alkene at C-7/C-8 (Figure 2C and Figure S4). The configuration at C-9 was determined to be *S* based on a comparison of the optical rotation sign of **2** with the previously reported analogue 8(*E*)-10(*S*)-hydroxy-hexadec-8-enoic acid, which had a positive optical rotation sign [24]. Taken together, the structure of **2** corresponds to 7(*E*)-9*S*-hydroxy-hexadec-7-enoic acid, a known compound previously isolated from the marine diatom *Thalassiosira rotula* [25].

Analysis of the ^1^H NMR spectrum of **3** and direct comparison with **2** revealed the presence of two olefinic protons, H-9 and H-10 (*δ*_H_ 5.34, 2H), and the absence of the methine H-9 (*δ*_H_ 4.06, *dt*) present in **2** (Figure 2). The proposed structure was confirmed with HRESIMS, which gave the expected ion peak that showed 16 mass units of difference compared to **2**, suggesting the lack of one oxygen. The HRESIMS spectrum of **3** in the negative mode showed an ion peak at *m*/*z* 253.2170 [M − H]^−^, suggesting a molecular formula of C_16_H_30_O_2_ with one degree of unsaturation, which corresponds to palmitoleic acid. The position of the double bond was established via an ozonolysis reaction followed by oxidative workup to cleave the alkene and generate a dicarboxylic acid fragment. The fragment was detected by ESIMS in the negative mode, which showed an ion peak at *m*/*z* 187.11 [M − H]^−^, suggesting the cleavage of the alkene at C-9/C-10 (Figure 2C and Figure S4). The *Z* configuration of the double bond was established following a selective homonuclear decoupling of the allylic methylenes (*δ*_H_ 2.04) followed by subsequent measurement of the coupling constant of the olefinic protons (*δ*_H_ 5.34, *J* = 11.1 Hz) and comparison with the coupling constants of commercially available *E*/*Z* isomers of the same compound (Figure S5) [26]. The coupling constants and the ^1^H NMR signals of olefinic protons following homonuclear decoupling were consistent with the published data of isomeric methyl ester derivatives of **3** [26]. Analysis of other proton signals in **3** further confirmed the structural assignments, including the alpha protons H_2_-2 (*δ*_H_ 2.37, *t*, 2H); two allylic methylenes, H_2_-8 and H_2_-11 (*δ*_H_ 2.04, *q*, 4H); one methylene at the beta carbon of the carboxylic acid, H_2_-3 (*δ*_H_ 1.66, *m*, 2H); the methylene chains H_2_-4 to H_2_-7 and H_2_-11 to H_2_-15 (*δ*_H_ 1.29–1.33, *m*, 16H); and one terminal methyl group, H_3_-16 (*δ*_H_ 0.9, *t*, 3H) (Figure 2; Table 1 and Table S1).

Analysis of the ^1^H NMR spectrum of **4** and direct comparison with **3** revealed the absence of the two olefinic protons, H-7 and H-8 (*δ*_H_ 5.37, *m*, 2H), present in **3**. The proposed structure was confirmed by HRESIMS, which gave the expected ion peak that showed 2 mass units of difference to **3**, suggesting the lack of a double bond (Figure 2). The HRESIMS spectrum of **4** in the negative mode showed an ion peak at *m*/*z* 255.2325 [M − H]^−^, suggesting a molecular formula of C_16_H_32_O_2_ with a lower unsaturation number (1), which corresponds to palmitic acid. The structure was deduced via analysis of the ^1^H NMR spectrum, indicating a long-chain fatty acid without branching. The ^1^H NMR spectrum acquired in CDCl_3_ revealed signals indicative of methylene protons at the alpha carbon H_2_-2 (*δ*_H_ 2.37, *t*, 2H), one methylene at the beta carbon of the carboxylic acid H_2_-3 (*δ*_H_ 1.66, *q*, 2H), the methylene chain H_2_-4 to H_2_-15 (*δ*_H_ 1.32, *m*, 12H) and one terminal methyl group, H_3_-16 (*δ*_H_ 0.9, *t*, 3H) (Figure 2; Table 1).

### 2.2. Biological Activity

#### 2.2.1. ARE-Luciferase Reporter Assay

As compound **1** was reported previously to be the Nrf2/ARE activator in IMR-32 cells [14], we aimed to investigate the Nrf2/ARE activity of the isolated analogues alongside **1**. The four fatty acids were screened in an ARE-luciferase reporter gene assay for 24 h using stably transfected HEK293 cells. Compound **1**, bearing an α,*β*-unsaturated carbonyl system, induced Nrf2 activity 48- and 11-fold at 32 and 10 µM, respectively, and was slightly active at 3.2 µM. On the other hand, compounds **2**–**4** were not active in this assay (Figure 3A). A cell viability assay was also carried out in parallel under the same conditions and none of the tested compounds were toxic at 32 µM (Figure 3B). Comparing the chemical structures of the fatty acids **1**–**4** with their corresponding ARE-luc activity suggests that the electrophilic Michael acceptor motif is essential for activity. As **1** was the only active compound in this assay, we carried out all subsequent biological studies using **1** that was isolated from VPFK 21-7.

#### 2.2.2. NO Production

The anti-inflammatory activity of **1** was subsequently tested by measuring the levels of nitric oxide (NO) in LPS-activated mouse macrophage RAW264.7 cells, a more relevant model for inflammation. In this assay, **1** dose-dependently reduced NO levels up to 3.2 µM (Figure 4A). The cell viability was measured in RAW264.7 cells using MTT, and none of the tested concentrations of **1** were cytotoxic under these conditions (Figure 4B).

#### 2.2.3. Nqo1 and iNos Transcript Levels

To investigate whether the reduction in NO levels caused by **1** was a result of transcriptional regulation, the relative transcript levels of NAD(P)H:quinone oxidoreductase 1 (Nqo1), the mRNA level of a well-known target gene of Nrf2, was measured. Compound **1** dose-dependently induced *Nqo1* transcript levels with pronounced effects observed at 32 and 10 µM (9.8- and 4.6-fold induction, respectively). Concomitantly, **1** suppressed *iNos* transcript levels 5.0- and 2.0-fold at 32 and 10 µM, respectively (Figure 4C,D). *iNos* is an NF-κB target gene which encodes the synthesis of NO. As expected, the suppression of *iNos* transcript levels by **1** translated into reduced levels of nitric oxide in LPS-activated mouse macrophage RAW264.7 cells (Figure 4A).

#### 2.2.4. RNA Sequencing

Given the effect of **1** on *Nqo1* and *iNos* mRNA levels linked to two different transcription factors (Nrf2 vs. NF-κB), we aimed to further capture its effects in mouse macrophage RAW264.7 cells on a global level and explore additional pathways that might be modulated. RNA sequencing was performed using three different concentrations of **1** (32, 10 and 3.2 µM), encompassing the entire activity range (Figure 5). This was followed by Ingenuity Pathway Analysis (IPA) of differentially expressed genes using the cutoff criteria of a 1.5-fold change (exp log ratio 0.586) and *p*-value of 0.05 to focus on biologically and statistically significant changes. 

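RNA from RAW264.7 cells, a mouse macrophage line, was sequenced under 5 conditions with 2 libraries each. These were the solvent control (0.5% DMSO) without LPS, the solvent control with LPS at 1 µg/mL (DMSO + LPS), and **1** at 32, 10 and 3.2 µM with LPS. Per the record deposited with the counts, cells received **1** or solvent for 1 h before LPS, and RNA was collected after 12 h. The libraries were stranded, made from poly(A) RNA and sequenced together on 1 lane. The authors deposited the number of reads counted on each of 43432 mouse Ensembl genes in every library, without normalization. The paper's text does not name the aligner, the counting tool, the annotation or the genome build. Total counts were 52531295 and 50626015 in DMSO, 58976377 and 48413747 in DMSO + LPS, 49533803 and 47162631 at 32 µM, 47823762 and 45966803 at 10 µM, and 48089580 and 51834219 at 3.2 µM. The paper states the yield of the whole lane, not of each library. In the smallest library a gene at 5 CPM (counts scaled to the library total) held 230 counts, a counting error of 6.59%, which covers the sampling of reads alone.
Symbols were found for 42462 of the identifiers, and the 970 without one held 0.132% of the counts. Gene positions are those of the GENCODE M21 annotation on GRCm38. Counts were scaled by edgeR's TMM method, and CPM refers to the scaled library total. The 14172 genes that passed edgeR's filterByExpr, with a minimum count of 10, were tested in 1 fit of all 10 libraries by edgeR's quasi-likelihood test, each dose against DMSO + LPS. Adjusted p is the Benjamini-Hochberg value over all genes tested, and a gene is called when it changed at least 1.5-fold with an adjusted p below 0.05. With 2 libraries against 2, an exact permutation test cannot go below p = 0.333, so each test rests on the spread pooled across groups and genes. In counts simulated with 200 changed genes, the same steps recovered 198 of them and made 9 false calls. The changed genes had a mean of at least 5 CPM, changed at least 2-fold and were drawn independently. Recovery near 1.5-fold, at lower counts or under replicate differences that genes share was thus not tested. Ribosomal RNA features held 4.70% of the counts in replicate 2 at 32 µM and between 0.200% and 0.424% in the other libraries. In each condition the replicates also differed along transcript length.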

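At a 1.5-fold change and an unadjusted p below 0.05, edgeR's quasi-likelihood test gave 886 genes at 32 µM, of which 301 were higher and 585 lower than in DMSO + LPS. The same criteria gave 423 genes at 10 µM (235 higher and 188 lower) and 120 at 3.2 µM (39 higher and 81 lower). With Benjamini-Hochberg adjustment, 591 genes were called at 32 µM (179 higher and 412 lower) and 122 at 10 µM (40 higher and 82 lower). At 3.2 µM this test called 0 genes after adjustment. It pools the spread of all conditions, and differences between replicates had an SD of 0.088 at 3.2 µM and 0.10 in DMSO + LPS. In DMSO and at 32 and 10 µM this SD was 0.26, 0.31 and 0.31, so 0 calls do not exclude changes at 3.2 µM. For that dose edgeR's likelihood ratio test called 3 and DESeq2 on all 10 libraries 8. On the 4 libraries compared DESeq2 called 43 and edgeR 66. Of the 43 and 66 genes, 5 and 6 were called at 32 µM in the same direction, and 47.6% and 52.3% of those with a known length had transcripts under 1000 nt, against 10.9% of the genes tested on all 10 libraries. Among the alternatives tried, leaving out replicate 2 at 10 µM raised the unadjusted count at that dose most, to 1183, and its adjusted count to 227. Without replicate 1 or replicate 2 of DMSO + LPS, the adjusted count at 10 µM was 52 or 59, and all of these genes were called at 32 µM as well. Leaving out replicate 1 of DMSO + LPS lowered the unadjusted count at 10 µM to 280, and leaving out its replicate 2 gave 1 adjusted call at 3.2 µM.
All doses share the DMSO + LPS libraries, so the counts were set beside 100 simulated data sets in which unchanged groups shared simulated controls. These gave between 182 and 261 genes at the unadjusted p in place of the 32 µM group, between 186 and 252 in place of the 10 µM group and between 186 and 247 in place of the 3.2 µM group. After adjustment they gave at most 5 genes. Of the 122 genes called at 10 µM, 120 were called at 32 µM in the same direction and 0 in the opposite one, against at most 1 in the simulated groups. The simulated groups leave out the replicate differences that the 32 and 10 µM libraries shared (correlation 0.81). A direct test between doses called 187 genes for 32 µM against 10 µM (24 higher and 163 lower at 32 µM) and 36 for 10 µM against 3.2 µM (10 higher and 26 lower at 10 µM). The latter count was 6 without replicate 1 and 5 without replicate 2 at 3.2 µM, and 22 without replicate 1 and 66 without replicate 2 at 10 µM.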

Using these criteria, a total of 671 genes (at 32 µM), 325 genes (at 10 µM) and 130 genes (at 3.2 µM) were identified as differentially expressed (exp log ratio 0.586 and *p*-value of 0.05).

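Gene sets drawn up from general knowledge, without the pathway lists of IPA, were tested with limma's camera at a preset correlation between genes of 0.01, and p was adjusted over 11 sets and all contrasts. Among 31 NF-κB-dependent inflammatory genes, 26 were lower at 32 µM than in DMSO + LPS and 16 were called lower. Their median log2 fold change was −0.87 (camera adjusted p = 6.04e-33), with medians of −0.87 and −0.81 in the 2 libraries. At 10 µM, 25 of these genes were lower and 8 were called, with a median of −0.41 (camera adjusted p = 4.37e-28). The 35 interferon-stimulated genes tested were all called lower at 32 µM, with a median of −1.46 (camera adjusted p = 3.70e-126). They were all lower at 10 µM too, with a median of −0.50 (camera adjusted p = 1.44e-70), and 10 of them were called. Camera calls at the doses also held under fry, which keeps the correlation between genes, except those of Nrf2 target genes, glucocorticoid-induced genes and ribosomal protein genes at 3.2 µM. Over all genes called at 32 µM, 99.0% had the same sign at 10 µM, with a median ratio of the log2 fold changes of 0.452. In simulated unchanged groups in place of 10 µM, between 56.4% and 65.1% had the same sign, and the median ratio lay between 0.018 and 0.055. These ranges leave out the replicate differences that the 32 and 10 µM libraries shared (correlation 0.81).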

At the concentration where **1** showed the most potent activity (32 µM, Figure 4), the dataset was highly enriched with genes involved in inflammatory pathways, and at 10 µM similar results were noted but with differences in z-scores and *p*-values (Figure 5B). 

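At 3.2 µM the median log2 fold change of the NF-κB-dependent inflammatory genes was −0.034, with 19 of 31 lower (camera adjusted p = 3.36e-04; fry adjusted p = 0.0482). This median lay within those of simulated unchanged groups, which ran between −0.096 and 0.075 for the set. It was −0.016 without replicate 1 at 3.2 µM and −0.082 with each library's short-transcript score in the fit (chosen after seeing the data). That of the interferon-stimulated genes was −0.096, with 33 of 35 lower (camera adjusted p = 3.87e-08; fry adjusted p = 0.00482). For these genes the simulated groups gave medians between −0.061 and 0.043. Differences of these sets between doses were not tested as sets. Of the genes called at 32 µM, 85.1% had the same sign at 3.2 µM, with a median ratio of 0.116, against 56.9% to 66.3% in the simulated groups. This range leaves out the replicate differences that the 32 and 3.2 µM libraries shared (correlation 0.42). The smallest p values at 3.2 µM were those of Odc1 and Spp1. Odc1 was at 1708 ± 41.8 CPM (SD, n = 2) at 3.2 µM and 2206 ± 22.2 CPM (SD, n = 2) in DMSO + LPS, a log2 fold change of −0.37 (adjusted p = 0.111, with a range over the alternatives from 7.60e-23 to 1.00). The log2 fold change of Spp1 was −0.30, with the same adjusted p (range 2.48e-17 to 1.00). Both stayed below the fold cutoff under every alternative, from −0.40 to −0.34 for Odc1 and from −0.31 to −0.30 for Spp1. Pmepa1 (ENSMUSG00000038400, chromosome 2, 173224458 to 173276533), chosen after its values were seen, was at 71.3 ± 3.12 CPM (SD, n = 2) at 3.2 µM and 44.8 ± 2.70 CPM (SD, n = 2) in DMSO + LPS, a log2 fold change of 0.67 (adjusted p = 0.229). It was called under 6 of 14 alternatives, namely no count filter, each library's short-transcript score in the fit (chosen after seeing the data), edgeR's likelihood ratio test, edgeR on the 4 libraries compared and DESeq2 on 10 or 4 libraries (range of adjusted p over all of them 1.45e-16 to 1.00).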

At 3.2 µM, where the compound showed only marginal activity (Figure 4), these pathways were not enriched (Figure 5B).

Analysis of RNA sequencing data of **1** at 32 µM and 10 µM revealed immunological and inflammatory diseases, immune cell trafficking and inflammatory response to be among the top hits in the IPA list of diseases and functions. Additionally, functions related to lipid metabolism and free radical scavenging (synthesis of reactive oxygen species) were also detected. 

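Plin2 (ENSMUSG00000028494, chromosome 4, 86648386 to 86670060), which encodes the lipid droplet protein perilipin 2, was at 468 ± 12.0 CPM (SD, n = 2) at 32 µM and 121 ± 1.50 CPM (SD, n = 2) in DMSO + LPS. Its log2 fold change was 1.95 (standard error 0.049, adjusted p = 5.21e-07). A set of 17 cholesterol synthesis genes was lower in every member at 32 µM, with a median log2 fold change of −0.34 (camera adjusted p = 1.07e-09) and 1 gene called. At 10 µM the median of this set was −0.20 (camera adjusted p = 1.23e-11) and at 3.2 µM −0.023 (camera adjusted p = 0.533). Nox1 (ENSMUSG00000031257, chromosome X, 134086421 to 134221956) encodes NADPH oxidase 1, a source of reactive oxygen species. It had 40 and 46 counts at 32 µM against 302 and 223 in DMSO + LPS, and its log2 fold change was −2.45 (standard error 0.27, adjusted p = 7.81e-04).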

The analysis supports the beneficial functions of **1**, as the activation status of some of the diseases and functions underlying the aforementioned categories were predicted to be decreased based on the activation z-scores. 

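Nqo1 (ENSMUSG00000003849, chromosome 8, 107388225 to 107403206) was at 16.2 ± 0.158 CPM (SD, n = 2) at 32 µM and 2.62 ± 0.0550 CPM (SD, n = 2) in DMSO + LPS, a log2 fold change of 2.63 (standard error 0.11, adjusted p = 6.36e-06). At 10 µM its log2 fold change was 1.66 (adjusted p = 4.23e-04) and at 3.2 µM 0.34 (adjusted p = 0.999). Prdx1 (ENSMUSG00000028691, chromosome 4, 116685544 to 116700822), which encodes peroxiredoxin 1, rose from 4701 ± 67.7 CPM (SD, n = 2) to 9415 ± 334 CPM (SD, n = 2) at 32 µM, a log2 fold change of 1.00 (adjusted p = 2.58e-05). Genes for glutathione transferases were higher as well. Gsta3 (ENSMUSG00000025934, chromosome 1, 21240589 to 21265661) was at 3.30 ± 0.506 CPM (SD, n = 2) at 32 µM and 0.437 ± 0.197 CPM (SD, n = 2) in DMSO + LPS (log2 fold change 2.89, adjusted p = 0.00120), and Mgst2 (ENSMUSG00000074604, chromosome 3, 51660360 to 51682677) at 28.0 ± 1.21 CPM (SD, n = 2) and 14.2 ± 1.59 CPM (SD, n = 2) (log2 fold change 0.98, adjusted p = 0.00136). The human symbol GSTA5 has no mouse gene of that name, and the mouse genes Gsta1 and Gsta2 were taken in its place. Gsta1 had a log2 fold change of 3.28 (adjusted p = 1.82e-04) and Gsta2 one of 2.32 (adjusted p = 0.00621). The call of Gsta2 was lost without replicate 1 of DMSO + LPS (adjusted p = 0.0893) or without replicate 2 (adjusted p = 0.0753). How the authors' counting divided reads between these paralogs is not known. Gsta4 was barely detected, with 12 and 13 counts at 32 µM and 0 and 2 in DMSO + LPS, and was not called (adjusted p = 0.272). It passed the threshold only with each library's short-transcript score in the fit (adjusted p = 0.0468, against up to 0.693 under the others), an alternative chosen after seeing the data.

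**Figure D1:**
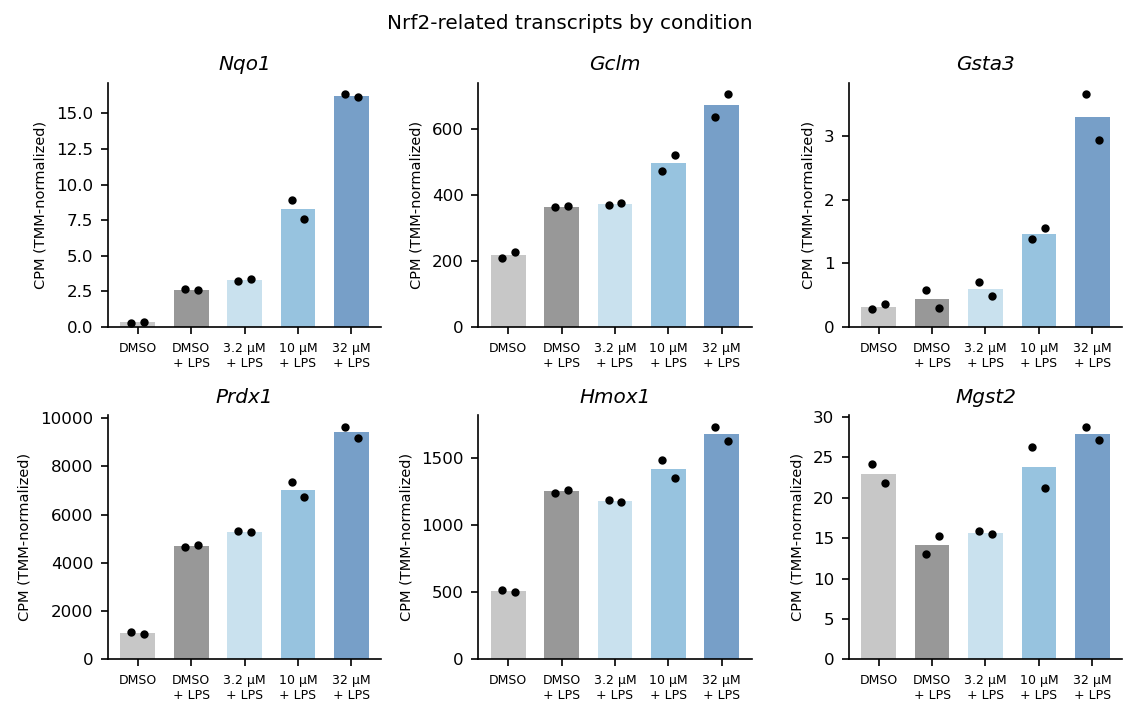
CPM of Nqo1, Gclm, Gsta3, Prdx1, Hmox1 and Mgst2 (vertical axes) in the 5 conditions (horizontal axes), with bars for the mean and points for the 2 libraries. Both 32 µM libraries lie above both DMSO + LPS libraries for each gene, and the mean of Nqo1 goes from 2.62 to 16.2 CPM.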

As expected, the Nrf2-mediated oxidative stress response and glutathione-mediated detoxification pathways were evident in the analysis with positive z-scores (Table 2). Additionally, several other canonical pathways with negative z-scores, which strongly correlate with inflammation, were detected (Table 2).

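The paper names 57 mouse genes or their human counterparts in its text and Table 2, and 54 of them were abundant enough to be tested. At 32 µM 36 were called, 7 higher and 29 lower, and 38 when p was adjusted over the list alone. At 10 µM these counts were 18 and 26. At 3.2 µM 0 were called by edgeR's quasi-likelihood test, and 1 when p was adjusted over the list alone. The study chose many of these genes on the same libraries, so the counts over the list are not independent evidence. The paper gives a direction for 25 of them, and 25 had it at 32 µM, 24 at 10 µM and 15 at 3.2 µM.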

Hypercytokinemia/hyperchemokinemia and pathogen-induced cytokine storm were the top two canonical pathways that were downregulated. 

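Genes that Table 2 lists for these pathways differed widely in abundance. Ifnb1 (ENSMUSG00000048806, chromosome 4, 88522025 to 88522774) had 12 and 11 counts at 32 µM against 60 and 58 in DMSO + LPS, a log2 fold change of −2.21 (standard error 0.30, adjusted p = 0.00241). Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) had 1 count in each 32 µM library and 29 and 22 in DMSO + LPS, and was called lower (adjusted p = 0.0211). This call was lost whichever of the 4 libraries was left out, with an adjusted p of 0.138 without replicate 1 and 0.118 without replicate 2 of DMSO + LPS, and of 0.145 without replicate 1 and 0.158 without replicate 2 at 32 µM. DESeq2 gave no adjusted p for Il33 at this depth. Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) had 2 counts in each 32 µM library against 19 and 12 in DMSO + LPS and was not called (adjusted p = 0.0657), although edgeR's likelihood ratio test called it (adjusted p = 0.0113, the lowest of the alternatives, of which the highest was 0.368). Csf2 (ENSMUSG00000018916, chromosome 11, 54247271 to 54249667) had 9 and 2 counts at 32 µM and 40 and 35 in DMSO + LPS. Its log2 fold change of −2.62 did not pass the threshold (adjusted p = 0.0813), but did in DESeq2's fit of all 10 libraries (adjusted p = 0.0266, with a range over the alternatives from 0.00168 to 0.312). The log2 fold change of Il1a (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972) was −2.15 (standard error 0.048, adjusted p = 4.07e-07), from 398 ± 6.32 CPM (SD, n = 2) to 89.6 ± 2.65 CPM (SD, n = 2).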

Next, pattern recognition receptor (PRR) signaling was identified as downregulated; this receptor recognizes specific molecules on the surface of pathogens and induces the innate immune response, which in turn activates downstream signaling pathways that activate transcriptional responses and trigger the expression and release of pro-inflammatory genes to initiate host defense [27]. Also downregulated were NOD-like receptors, members of PRRs which activate the innate immune system in response to cellular stress and injury and therefore are associated with a wide range of inflammatory conditions [28]. In addition to NF-κB and MAPK, NOD1/2 is involved in the activation of interferon (IFN) signaling, which was strongly attenuated based on our analysis [29]. 

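Among the receptors themselves, Nod1 (ENSMUSG00000038058, chromosome 6, 54923949 to 54972612) was at 2.90 ± 0.148 CPM (SD, n = 2) at 32 µM and 5.80 ± 0.398 CPM (SD, n = 2) in DMSO + LPS, and was called lower (adjusted p = 0.0162). Leaving out any 1 of the 4 libraries took it past the threshold, to an adjusted p of 0.126 without replicate 1 and 0.0744 without replicate 2 of DMSO + LPS, and of 0.0905 without replicate 1 and 0.0697 without replicate 2 at 32 µM. Nod2 (ENSMUSG00000055994, chromosome 8, 88647315 to 88688474) was at 23.6 ± 0.703 CPM (SD, n = 2) and 34.5 ± 1.04 CPM (SD, n = 2), and its log2 fold change of −0.55 (adjusted p = 0.00625) stayed below the fold cutoff. Tlr8 (ENSMUSG00000040522, chromosome X, 167242696 to 167264329) fell from 4.69 ± 0.457 CPM (SD, n = 2) to 1.52 ± 0.130 CPM (SD, n = 2), with a log2 fold change of −1.62 (adjusted p = 9.36e-05). For Trem1 (ENSMUSG00000042265, chromosome 17, 48232768 to 48246924) the log2 fold change was −0.98 (adjusted p = 4.22e-05), and for Cd86 (ENSMUSG00000022901, chromosome 16, 36603869 to 36666081), which Table 2 lists under TREM1 signaling, it was −1.93 (adjusted p = 1.64e-04).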

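Ifit1 (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) was at 90.9 ± 5.37 CPM (SD, n = 2) at 32 µM and 377 ± 8.44 CPM (SD, n = 2) in DMSO + LPS, a log2 fold change of −2.05 (standard error 0.079, adjusted p = 4.61e-06). Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) fell from 515 ± 32.2 CPM (SD, n = 2) to 144 ± 19.0 CPM (SD, n = 2), a log2 fold change of −1.84 (adjusted p = 1.22e-04). The human gene IFIT3 corresponds to 2 neighboring mouse genes, between which the counting could have divided reads. Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) had a log2 fold change of −2.07 (standard error 0.045, adjusted p = 4.07e-07), and Ifit3b (ENSMUSG00000062488, chromosome 19, 34607970 to 34613401) one of −1.99 (standard error 0.064, adjusted p = 2.11e-06). At 10 µM the log2 fold change of Ifit3 was −0.83 (adjusted p = 1.68e-04).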

IL-17 signaling, a critical pathway involved in the pathogenesis of several inflammatory and autoimmune diseases, was also downregulated [30]. In these conditions, IL-17 induces the sustained production of inflammatory cytokines and chemokines, including IL-1, IL-6, IL-1β, TNF, CCL2 and CSF, as well as matrix metalloproteinases such as MMP3 and MMP9, all of which were detected and found to be downregulated in response to **1** [31]. 

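Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) was at 161 ± 1.05 CPM (SD, n = 2) at 32 µM and 853 ± 12.4 CPM (SD, n = 2) in DMSO + LPS, a log2 fold change of −2.41 (standard error 0.041, adjusted p = 2.27e-07), the smallest adjusted p at this dose. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) fell from 1535 ± 8.57 CPM (SD, n = 2) to 475 ± 6.47 CPM (SD, n = 2), a log2 fold change of −1.69 (adjusted p = 5.43e-07). Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was at 26.1 ± 4.07 CPM (SD, n = 2) and 96.8 ± 3.06 CPM (SD, n = 2) (log2 fold change −1.89, adjusted p = 1.06e-04). At 10 µM, Ccl2 had a log2 fold change of −1.04 (adjusted p = 5.01e-05) and Il1b one of −0.84 (adjusted p = 1.63e-04). Mmp3 (ENSMUSG00000043613, chromosome 9, 7445822 to 7455975) was at 0.820 ± 0.0609 CPM (SD, n = 2) at 32 µM and 6.23 ± 0.106 CPM (SD, n = 2) in DMSO + LPS (log2 fold change −2.92, adjusted p = 3.13e-05). Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) was at 12.2 ± 0.455 CPM (SD, n = 2) and 32.6 ± 0.913 CPM (SD, n = 2) (log2 fold change −1.42, adjusted p = 1.73e-04). Of the colony-stimulating factors, Csf1 (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469) had a log2 fold change of −0.87 (adjusted p = 0.00282) and Csf3 (ENSMUSG00000038067, chromosome 11, 98701263 to 98703629) one of −1.12 (adjusted p = 2.71e-04).
Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) moved least, from 1409 ± 18.7 CPM (SD, n = 2) to 1251 ± 16.6 CPM (SD, n = 2). Its log2 fold change of −0.17 (standard error 0.036, adjusted p = 0.0212) lay below the fold cutoff, and between −0.19 and −0.16 under every alternative tried. At 10 µM it was 0.036 (adjusted p = 0.833). Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227), which encodes COX2, was not called, with a log2 fold change of 0.39 (adjusted p = 0.0790). Il17a itself had 0 counts in both 32 µM libraries and 0 and 2 in DMSO + LPS, and was too low to be tested.

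**Figure D2:**
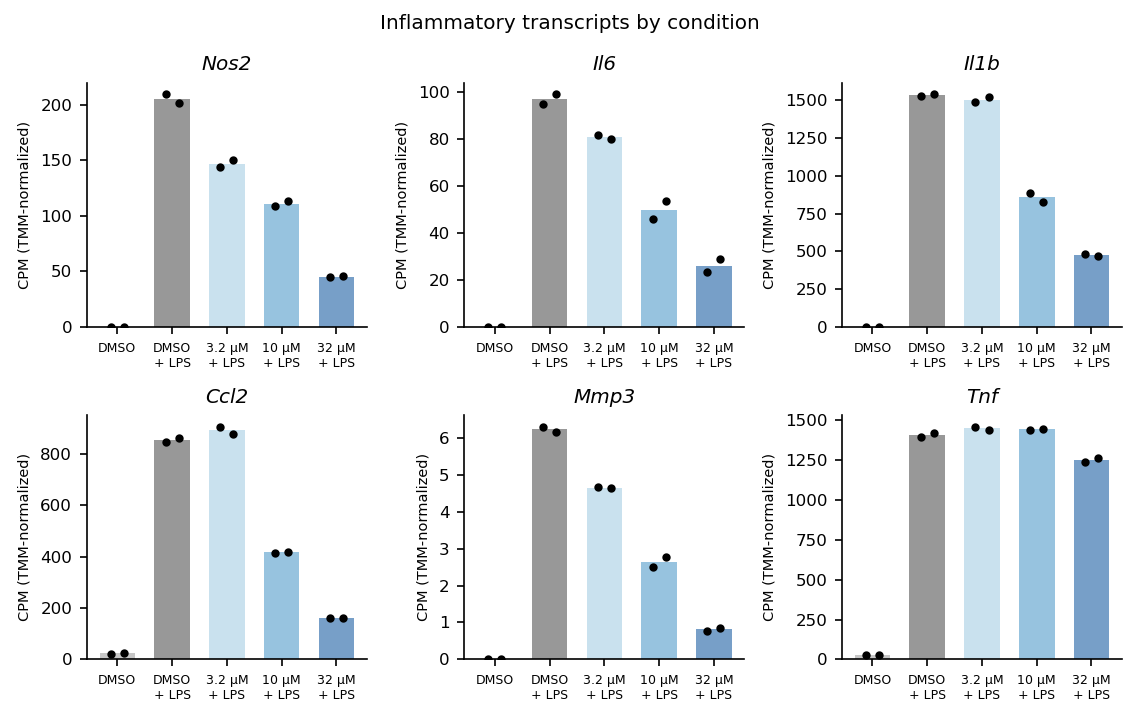
CPM of Nos2, Il6, Il1b, Ccl2, Mmp3 and Tnf (vertical axes) in the 5 conditions (horizontal axes), with bars for the mean and points for the 2 libraries. Il1b goes from 1535 CPM in DMSO + LPS to 475 CPM at 32 µM, and Tnf from 1409 to 1251 CPM.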

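Transcripts of the genes Hmgb1 and Mapk14, which encode the high-mobility group box 1 protein and p38α, were not called at 32 µM. Hmgb1 (ENSMUSG00000066551, chromosome 5, 149046702 to 149184489) was at 88.4 ± 4.42 CPM (SD, n = 2) at 32 µM and 83.2 ± 6.75 CPM (SD, n = 2) in DMSO + LPS, a log2 fold change of 0.089 (standard error 0.092, adjusted p = 0.688). Mapk14 (ENSMUSG00000053436, chromosome 17, 28691329 to 28748406) was at 122 ± 2.54 CPM (SD, n = 2) and 133 ± 6.51 CPM (SD, n = 2), a log2 fold change of −0.11 (standard error 0.059, adjusted p = 0.313). A score of signaling rests on other genes, among which Table 2 lists PLA2G4C. Pla2g4c (ENSMUSG00000033847, chromosome 7, 13324655 to 13360672) had 34 and 29 counts at 32 µM against 109 and 81 in DMSO + LPS, a log2 fold change of −1.44 (adjusted p = 0.0194). Its call was lost without replicate 1 (adjusted p = 0.121) or replicate 2 (adjusted p = 0.0814) of DMSO + LPS, and without replicate 1 (adjusted p = 0.0884) or replicate 2 (adjusted p = 0.118) at 32 µM.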

Additional players in the pathogenesis of inflammatory and autoimmune diseases that were downregulated were the high-mobility group box 1 (HMGB1) and p38 mitogen-activated protein kinases (MAPK) signaling [32,33]. Interestingly, peroxisome proliferator-activated receptor (PPAR) signaling weas upregulated. 

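A set of 15 PPAR target genes had a median log2 fold change of 0.14 at 32 µM, with 12 higher and 3 lower (camera adjusted p = 7.79e-05). Of these genes 2 were called higher and 1 lower, and which of them carry the call of the set was not tested. The highest log2 fold change of the set at 32 µM, 1.95, was that of Plin2, 1 of the 2 called higher. At 10 µM the median was 0.091 (camera adjusted p = 2.87e-04) and at 3.2 µM 0.039 (camera adjusted p = 0.00206). Simulated unchanged groups gave medians between −0.10 and 0.071 in place of 32 µM, between −0.084 and 0.085 in place of 10 µM and between −0.099 and 0.092 in place of 3.2 µM, so the median at 3.2 µM lay within their range and that at 10 µM just beyond it. At 32 µM the median fell to 0.083 without replicate 1 of that dose, 0.095 without replicate 1 of DMSO + LPS and 0.091 with no count filter. At 3.2 µM it was 0.081 without replicate 2 of DMSO + LPS, 0.060 without replicate 2 of that dose and 0.025 with no count filter. The gene called lower was Fabp4 (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576), which fell from 16.7 ± 0.552 CPM (SD, n = 2) in DMSO + LPS to 5.26 ± 1.03 CPM (SD, n = 2) at 32 µM, a log2 fold change of −1.66 (adjusted p = 1.84e-04). Of the receptor genes, Ppard (ENSMUSG00000002250, chromosome 17, 28232700 to 28301474) was at 81.7 ± 2.27 CPM (SD, n = 2) at 32 µM and 65.2 ± 1.11 CPM (SD, n = 2) in DMSO + LPS. Its log2 fold change of 0.32 (adjusted p = 0.0175) stayed below the fold cutoff. Pparg had 30 and 20 counts at 32 µM and 18 and 15 in DMSO + LPS (adjusted p = 0.359), and Ppara was too low to be tested.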

PPARs are ligand-activated transcriptional regulators involved in lipid metabolism and therefore implicated in the regulation of several cellular processes [34]. 

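Rxra (ENSMUSG00000015846, chromosome 2, 27676440 to 27762957) was at 26.5 ± 1.22 CPM (SD, n = 2) at 32 µM and 22.8 ± 1.37 CPM (SD, n = 2) in DMSO + LPS, a log2 fold change of 0.22 (standard error 0.080, adjusted p = 0.157). Rxrb (ENSMUSG00000039656, chromosome 17, 34031812 to 34038399) was at 73.5 ± 0.313 CPM (SD, n = 2) and 68.7 ± 3.48 CPM (SD, n = 2), a log2 fold change of 0.098 (standard error 0.048, adjusted p = 0.293). Neither was called, and Rxrg had at most 1 count in each of these libraries. A set of 11 target genes of LXR, which also heterodimerizes with RXR, had a median log2 fold change of 0.031 at 32 µM, with 6 higher and 5 lower (camera adjusted p = 0.427). Its sign depended on single libraries, with medians of −0.032 without replicate 1 and 0.062 without replicate 2 of DMSO + LPS, and of 0.089 without replicate 1 and −0.024 without replicate 2 at 32 µM.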

PPARs heterodimerize with retinoic X receptors (RXR)—which were also upregulated—and upon ligand (unsaturated fatty acids) binding they regulate the expression of downstream target genes [34].

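LPS itself changed 3989 genes between DMSO and DMSO + LPS, 2068 called higher and 1921 called lower. The 31 NF-κB-dependent and the 35 interferon-stimulated genes were all among those called higher, the latter with a median log2 fold change of 3.21. Scaling by library size alone moved the median log2 fold change of all genes in this comparison to −0.20. At a 2-fold change 1387 genes were LPS-induced and 1039 LPS-repressed. The median log2 fold change of the LPS-induced genes was −0.29 at 32 µM, −0.14 at 10 µM and −0.049 at 3.2 µM. Simulated unchanged groups in place of 32 µM gave values between −0.017 and 0.013. The simulation kept the gene list of the real libraries but drew the control counts anew. Its range thus leaves out the bias from choosing the list on the same DMSO + LPS libraries. At 32 µM 70.7% of the LPS-induced genes lay below 0, 323 were called lower and 52 called higher. At 10 µM 66.5% lay below 0, 76 were called lower and 16 called higher. The LPS-repressed genes moved the other way, with medians of 0.14, 0.084 and 0.032 at 32, 10 and 3.2 µM (0.042 at 10 µM without its replicate 2). Of the 412 genes called lower at 32 µM, 359 (87.1%) were called higher after LPS alone. Of the 179 called higher, 65 (36.3%) were called lower after LPS alone and 59 called higher. Both comparisons use the same DMSO + LPS libraries, which favors opposite signs. No value for simulated unchanged groups was obtained for these overlaps.

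**Figure D3:**
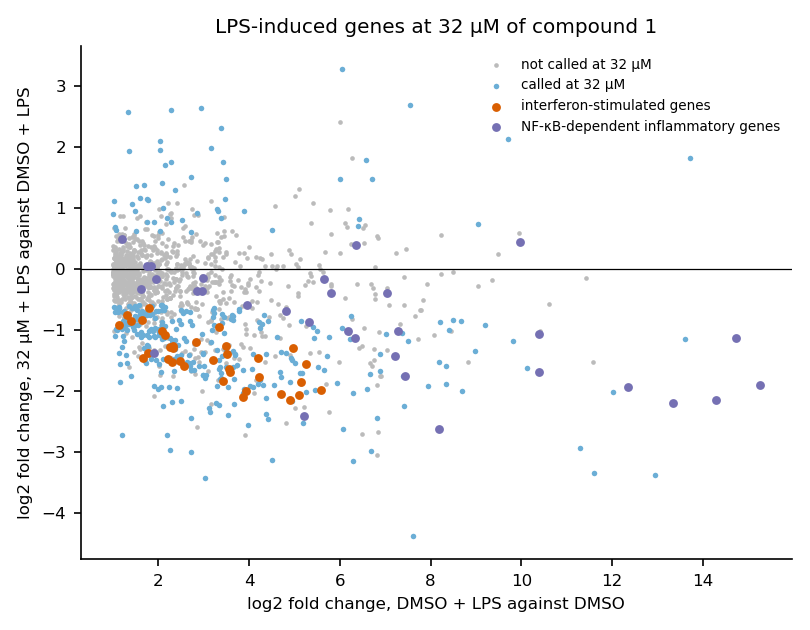
Log2 fold change at 32 µM against DMSO + LPS (vertical axis) and after LPS alone (horizontal axis) for the 1387 LPS-induced genes, each point 1 gene. Grey points were not called at 32 µM and blue points were; interferon-stimulated genes are orange and NF-κB-dependent inflammatory genes purple. Most points lie below 0, with a median of −0.29; the horizontal position of genes at 0 counts in DMSO depends on the prior count.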

The top upstream regulator identified in the analysis was lipopolysaccharide (LPS), which was predicted to be inhibited with activation z-scores of −11.621 and −5.491 at 32 and 10 µM, respectively (Figure S6). Interestingly, the upstream analysis identified dexamethasone, which was predicted to be activated with positive z-scores of 4.210 and 5.299 at 32 and 10 µM, respectively. 

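No library was treated with dexamethasone, so the gene set of this comparison was one of genes known to be induced through the glucocorticoid receptor. At 32 µM the 13 tested members had a median log2 fold change of −0.091, with 4 higher and 9 lower than in DMSO + LPS and 0 called by edgeR's quasi-likelihood test, with p adjusted over all genes or over the set. The set was not called by camera (adjusted p = 0.252) or by fry (adjusted p = 0.0644). At 10 µM 6 were higher and 7 lower, and the median of −0.0066 differed in sign from the mean of 0.12 (camera adjusted p = 0.572). This median was 0.033 without replicate 2 at 10 µM and 0.0049 with scaling by library size alone. At 3.2 µM the median was −0.041 (camera adjusted p = 0.0282; fry adjusted p = 0.190). Medians of the set in simulated unchanged groups lay between −0.083 and 0.11 in place of 32 µM, between −0.081 and 0.11 in place of 10 µM and between −0.098 and 0.081 in place of 3.2 µM. The camera call at 3.2 µM was lost without replicate 2 of DMSO + LPS (median −0.062, adjusted p = 0.117) or without replicate 1 at 3.2 µM (median −0.068, adjusted p = 0.151). Genes that glucocorticoids repress were not in this set.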

The analysis identified 116 genes out of 202 (at 32 µM) in the dataset with measurement directions consistent with its activation, suggesting that compound **1** functions similarly to dexamethasone (Figure 6A). Dexamethasone is a steroidal drug known for its anti-inflammatory activity. Several studies supported the effect of dexamethasone in inhibiting *iNos* expression and NO production including LPS-treated macrophages [35,36,37,38,39,40,41,42,43]. Dexamethasone was also reported to inhibit TNFα secretion and LPS-induced activation of p38 MAPK signaling. Furthermore, a study supported its effects of inhibiting *IL-1β* expression via inhibition of NF-κB/Rel and AP1 in LPS-stimulated RAW264.7 cells [36,44]. The upstream analysis identified 11 genes (downregulated: *CCL2, NOS2, IL-6, IL-1β, MMP9, CCL4, IL-10, CCL3L3, CCND1, BCL2L1*; upregulated: *GCLM*) in the dataset with the same measurement direction as the Nrf2 activator bardoxolone methyl, a natural product-derived triterpenoid (z-score 3.251; *p*-value 5.82 × 10^−11^) which has reached phase III clinical trials for the treatment of diabetic kidney disease [11]. 

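Ccl4 (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) was at 296 ± 56.9 CPM (SD, n = 2) at 32 µM and 648 ± 23.7 CPM (SD, n = 2) in DMSO + LPS, a log2 fold change of −1.13 (adjusted p = 0.00289). Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) fell from 10.9 ± 0.0807 CPM (SD, n = 2) to 5.01 ± 0.145 CPM (SD, n = 2) (log2 fold change −1.12, adjusted p = 0.00425). CCL3L3 is a human paralog of CCL3, and the mouse gene Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) was taken for it, with 1143 ± 102 CPM (SD, n = 2) at 32 µM and 2306 ± 11.0 CPM (SD, n = 2) in DMSO + LPS (log2 fold change −1.01, adjusted p = 1.86e-04). Ccnd1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925), which encodes cyclin D1, had a log2 fold change of −0.78 (standard error 0.047, adjusted p = 3.26e-05), and Bcl2l1 (ENSMUSG00000007659, chromosome 2, 152780668 to 152831728) one of −0.76 (standard error 0.061, adjusted p = 1.54e-04). Gclm (ENSMUSG00000028124, chromosome 3, 122245557 to 122270732), for the modifier subunit of glutamate-cysteine ligase, rose from 364 ± 2.82 CPM (SD, n = 2) to 671 ± 48.5 CPM (SD, n = 2). Its log2 fold change was 0.88 (standard error 0.071, adjusted p = 1.54e-04).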

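In a set of 29 Nrf2 target genes, 28 were higher at 32 µM than in DMSO + LPS and 13 were called higher, with a median log2 fold change of 0.56 (camera adjusted p = 4.88e-32). The medians in the 2 libraries were 0.60 and 0.61. At 10 µM 27 were higher and 3 called, with a median of 0.35 (camera adjusted p = 2.88e-23). At 3.2 µM 19 were higher, with a median of 0.063 (camera adjusted p = 0.0215; fry adjusted p = 0.0805), which lay within the range of simulated unchanged groups, between −0.068 and 0.074. The camera call at 3.2 µM was lost without replicate 1 of DMSO + LPS (median 0.036, adjusted p = 0.0863) or without replicate 2 at 3.2 µM (median 0.025, adjusted p = 0.135). LPS alone raised the set by a median of 0.56 (camera adjusted p = 1.06e-04).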

Nrf2 (NFE2L2) was detected as an upstream regulator and predicted to be activated (z-score 4.198), with 40 out of 53 genes having a measurement direction consistent with its activation (Figure 6B). The analysis also identified NF-κB as an upstream regulator that is predicted to be inhibited (z-score −4.170) based on 30 out of 52 genes having a measurement direction consistent with its inhibition, including *IL-6, IL-10, IL-1β, NOS, MMP3* and *MMP9*, which were all significantly downregulated (Figure 6B). 

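Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) was at 45.2 ± 0.575 CPM (SD, n = 2) at 32 µM and 206 ± 5.68 CPM (SD, n = 2) in DMSO + LPS, a log2 fold change of −2.19 (standard error 0.089, adjusted p = 5.41e-06). At 10 µM it was −0.89 (adjusted p = 0.00247) and at 3.2 µM −0.48, below the fold cutoff. Nor was the adjusted p of Nos2 at 3.2 µM below 0.05 in edgeR's quasi-likelihood test. With the short-transcript score in the fit, chosen after seeing the data, the value at 3.2 µM was −0.47 (adjusted p = 2.47e-04). Transcripts of the NF-κB subunits themselves moved little. Nfkb1 (ENSMUSG00000028163, chromosome 3, 135584655 to 135691547) was at 332 ± 6.90 CPM (SD, n = 2) and 415 ± 7.50 CPM (SD, n = 2), and its log2 fold change of −0.32 (adjusted p = 0.00805) stayed below the fold cutoff. Rela (ENSMUSG00000024927, chromosome 19, 5637483 to 5648130) was at 105 ± 3.34 CPM (SD, n = 2) and 99.5 ± 2.10 CPM (SD, n = 2) and was not called (log2 fold change 0.081, adjusted p = 0.429).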

In line with the reported crosstalk between the Nrf2 and NF-κB pathways [45,46], the mechanistic network of the upstream regulator Nrf2 shows and predicts HMOX1 activation as a key player mediating the crosstalk through the reported inhibition of proinflammatory genes of NF-κB (Figure 6C) [47].

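Hmox1 (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589) was at 1682 ± 75.0 CPM (SD, n = 2) at 32 µM and 1252 ± 15.5 CPM (SD, n = 2) in DMSO + LPS, a difference larger than the spread between libraries. Its log2 fold change of 0.43 (standard error 0.055, adjusted p = 0.00203) lay below the fold cutoff, and between 0.38 and 0.47 under every alternative tried. At 10 µM it was 0.18 (adjusted p = 0.193) and at 3.2 µM −0.088 (adjusted p = 0.999). Nfe2l2 (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641), which encodes Nrf2, had a log2 fold change of 0.42 at 32 µM (adjusted p = 0.00152), also below the cutoff. Keap1 (ENSMUSG00000003308, chromosome 9, 21229730 to 21239361) was not called, with a log2 fold change of −0.31 (adjusted p = 0.0618). From the directions of known target genes the paper predicts that **1** activates Nrf2 and inhibits NF-κB, and from the network between them it proposes that HMOX1 mediates the crosstalk.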

Analysis of regulator effect networks at 32 µM identified the known ARE activators fingolimod, resveratrol and curcumin to have similar effects as **1** [6,48]. These networks connect the upstream regulator through differentially regulated genes in the dataset to a relevant phenotype (Figure 6D). 

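Some of the genes drawn in Fig. 6D are not named in the text. Of those given here, Ccl7 fell under the rule for naming genes. The others were taken from the figure, outside that rule and after their values were seen. Ccl7 (ENSMUSG00000035373, chromosome 11, 82045712 to 82047525) fell from 54.6 ± 2.50 CPM (SD, n = 2) in DMSO + LPS to 6.18 ± 0.962 CPM (SD, n = 2) at 32 µM, a log2 fold change of −3.15 (standard error 0.11, adjusted p = 3.29e-06). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) was at 17.5 ± 1.02 CPM (SD, n = 2) and 68.5 ± 1.15 CPM (SD, n = 2) in DMSO + LPS (log2 fold change −1.97, adjusted p = 8.74e-06). Cxcl11 (ENSMUSG00000060183, chromosome 5, 92359544 to 92365485) had a log2 fold change of −1.36 (adjusted p = 9.41e-04), Cd40 (ENSMUSG00000017652, chromosome 2, 165055627 to 165072948) one of −1.01 (adjusted p = 3.41e-04) and Cd69 (ENSMUSG00000030156, chromosome 6, 129267325 to 129275436) one of −1.72 (adjusted p = 0.00330). Ccl17 (ENSMUSG00000031780, chromosome 8, 94810453 to 94812036) was low, with 12 and 2 counts at 32 µM against 44 and 36 in DMSO + LPS (log2 fold change −2.37, adjusted p = 0.0376). Its call was lost with edgeR on the 4 libraries compared (adjusted p = 0.0912). The call was also lost without replicate 1 (log2 fold change −2.37) or replicate 2 (−2.37) of DMSO + LPS, and without replicate 2 at 32 µM (−1.64).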

Fingolimod, a natural product-derived drug for the treatment of multiple sclerosis, is known for its immunosuppressive and neuroprotective effects and is currently in phase 2 clinical trials for inflammation (NCT04675762). Studies have supported the neuroprotective effects of fingolimod in multiple sclerosis, which are mediated through downregulation of IL-17 signaling and inhibition of NF-κB translocation and NO production in astrocytes [48,49,50]. Interestingly, relapsed multiple sclerosis appeared in the analysis list of diseases and was predicted to be decreased based on the activation z-score −2.058 (*p*-value 2.28 × 10^−12^) with 22 genes involved. Also, multiple sclerosis signaling was one of the top canonical pathways identified in the analysis and was predicted to be downregulated. 

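Among the genes that Table 2 lists for this pathway, Tnfsf10 (ENSMUSG00000039304, chromosome 3, 27317028 to 27342427) had 19 and 12 counts at 32 µM against 111 and 71 in DMSO + LPS, a log2 fold change of −2.39 (standard error 0.28, adjusted p = 0.00120). IL36A is listed under its older symbol, Il1f6 (ENSMUSG00000026984, chromosome 2, 24215418 to 24225702). It fell from 10.4 ± 0.0651 CPM (SD, n = 2) to 2.57 ± 0.352 CPM (SD, n = 2), a log2 fold change of −2.01 (standard error 0.14, adjusted p = 1.95e-04).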

Resveratrol, a plant-derived polyphenolic compound known for its antioxidant and anti-inflammatory activities, also appeared in the analysis, modulating a set of genes with similar measurement direction as **1** (Figure S7). Resveratrol was reported to decrease the production of *IL-6*, *TNF-α* and *IL-17* expression in HTLV-1-infected T cells, as well as reduce NO production and inhibit *iNos* expression in LPS-stimulated RAW264.7 cells [51].

## 3. Discussion

Marine cyanobacteria are prolific producers of bioactive secondary metabolites with diverse structures, including polyketides, modified peptides and fatty acid derivatives such as fatty acid amides [15,16,17,18]. Here, we report for the first time the discovery and isolation of a cyanobacterial C16 monounsaturated fatty acid (**1**) and its hydroxy-containing analogue (**2**), which were previously reported in marine diatoms and a green alga, in addition to two other structurally related analogues (**3**–**4**), all differing in their oxidation status. Compound **1**, characterized by the presence of a conjugated enone motif, has been previously isolated from the green alga *Ulva lactuca* and was reported to induce Nrf2/ARE activity in IMR-32 cells [14]. Also, it is an isomer of the anti-inflammatory (*E*)-9-oxohexadec-10-enoic acid isolated from the red alga *Gracilaria verrucosa*, which was reported to inhibit the production of NO, IL-6 and TNFα in LPS-stimulated RAW264.7 cells [24]. Furthermore, **1** and its isomer were also co-isolated from the diatom *Chaetoceros karianus*, which both exhibited a dual agonist activity towards human PPARα and PPARγ [23]. The co-existence of both the keto- and hydroxy-monounsaturated fatty acids has been reported previously, as **1** and **2** were isolated from the marine diatom *Skeletonema marinoi* [22]. C18 analogues of **1** and **2**, namely (*E*)-11-oxo-octadeca-12-enoic acid and (*E*)-11-hydroxy-octadeca-12-enoic acid, were isolated from a marine green alga, *Ulva fasciata* [52]. Furthermore, the methyl ester derivatives of **1** and **2** have been reported from the marine diatom *Thalassiosira rotula*, in which the extract was methylated prior to purification of both derivatives [25].

In this study, we also report the discovery of **1** from cyanobacterial samples collected from five distinct geographical locations in Guam and Florida Keys. The widespread distribution of these secondary metabolites across different organisms and geographical locations highlights their evolutionary importance, which prompted us to investigate their bioactivity to better understand their pervasiveness in the marine environment. C16 acid (**1**) and its derivatives 7(*E*)-9-keto-octadec-7-enoic acid (C18 acid) and 7(*E*)-9-keto-octadec-7-enamide (C18 amide) from *Ulva lactuca* demonstrated Nrf2/ARE activity in IMR-32 human neuroblastoma, a widely used cellular model for oxidative stress, with the highest ARE activation induced by the C18 acid derivative of **1** with no observed effects on viability [14]. The C18 acid also induced many ARE-regulated antioxidant genes in vitro, including *Nqo1*, and hence highlighting the potential of these unsaturated fatty acids for chemoprevention to protect from cancer and other oxidative-stress-mediated diseases. Due to the established crosstalk between oxidative stress and inflammation, we investigated the anti-inflammatory potential of **1** in RAW264.7 mouse macrophage cells, a relevant cellular model for inflammation. Compound **1** suppressed the LPS-induced transcript levels of the NF-κB target gene *iNos*, which translated into reduced production of NO. This data inversely correlated with *Nqo1* transcript levels, which showed a strong dose-dependent induction in response to **1**, suggesting that the anti-inflammatory activity of **1** is mediated through ARE activation. Our analysis of LPS-induced global changes in transcript levels following treatment with **1** identified many additional canonical pathways and regulator networks linked to inflammation, immune response and related diseases, particularly multiple sclerosis. Recent evidence highlights the role of Nrf2 as a regulator of innate immune response via direct and indirect interactions with major components and signaling pathways of the immune system, including Toll-like receptor signaling, the NF-κB pathway and the type-1 interferon system [53], all of which were found to be downregulated in our IPA analysis. Furthermore, Nrf2 has been reported to be involved in the regulation of immune cell recruitment, as well as cytokine release and transcriptional activation of proinflammatory cytokines such as IL-6 and IL-1β, which were downregulated in response to **1** in LPS-stimulated macrophages.

Oxidative stress and high levels of ROS have been reported to underlie the pathogenesis of several neurodegenerative disorders, including multiple sclerosis. In multiple sclerosis, macrophages and microglia activation contribute to increased levels of ROS, dysregulated immunity and enhanced inflammatory response, ultimately resulting in mitochondrial dysfunction, neuroinflammation, demyelination and axonal degeneration, key features of the disease [54]. High levels of ROS in multiple sclerosis were reported to activate immune cells to induce kinases and redox-sensitive transcription factors, including MAPKs, AP1 and NF-κB. NF-κB activation in turn upregulates the expression of several genes implicated in the pathogenesis of multiple sclerosis, such as *TNFα*, *iNos* and *IL1α*/*IL1β* [55]. Increased levels of TNFα, IL-6 and IL-10 were evident in the blood of an LPS-treated animal model of multiple sclerosis [54]. Interestingly, our transcriptomic analysis revealed downregulation of all these markers in response to **1**. An increasing body of evidence supports the involvement of Nrf2 in the pathogenesis of multiple sclerosis in particular, where loss of Nrf2 resulted in a rapid onset and more severe clinical course of the disease [54]. The role of Nrf2 activation as a potential therapeutic target was further supported following the FDA approval of the Nrf2 activator dimethyl fumarate for the treatment of remitting–relapsing multiple sclerosis [54,55,56]. The drug was shown to induce *Nqo1* expression levels in patients’ blood following 4–6 weeks’ treatment, with more patients likely to have undetected disease activity a year later [54,57]. In a mouse model of multiple sclerosis, dimethyl fumarate treatment reduced the severity of symptoms and preserved myelination compared to Nrf2^−/−^ mice [55,56]. Interestingly, our transcriptomic analysis identified multiple sclerosis signaling as among the top five canonical pathways that were downregulated, in addition to the predicted inhibition of relapsed multiple sclerosis in the list of diseases. Also, the identification of the multiple sclerosis drug fingolimod in regulator effect networks, in addition to resveratrol and curcumin, which were all preclinically investigated as Nrf2 activators in experimental models of multiple sclerosis, further supports the role of the Nrf2-ARE signaling pathway activation in combating the hallmark features of the disease and highlights the potential beneficial applications of **1** [55].

## 4. Materials and Methods

### 4.1. Biological Material

Samples of VPFK21-7, a red cyanobacterial mat, were collected from Delta Shoal in the Florida Keys on 24 September 2021. While the taxonomy of this cyanobacterium has not been confirmed, the fine filaments were only ~5 µm in width and were fairly uniform, suggesting mostly one filament type in the sample. Samples of the cyanobacterium DRTO-73, which correspond microscopically with *Leptolyngbya* sp., were collected from Loggerhead Key, Florida on 21 May 2013 [58]. Samples of the cyanobacterium VPG 18-67 red leathery mat were collected from Tanguisson Reef flat in Guam on 7 April 2018.

Two other cyanobacteria, HL-CN2011-062 (DRTO-46) and HL-CN2015-131 (DRTO-89), were collected from Fort Jefferson on 24 May 2011 and Loggerhead Key on 9 May 2015, respectively. This is a diverse group of benthic filamentous cyanobacteria. Voucher specimens have been retained at the Smithsonian Marine Station for all samples.

### 4.2. General Experimental Procedures

^1^H and 2D NMR spectra for **1** (0.4 mg) and **2** (0.3 mg) in CDCl_3_ were recorded on a Bruker 800-MHz/63 mm Avance III Spectrometer (Bruker Biospin Corporation, Billerica, MA, USA) and Bruker Avance Neo-600-MHz Spectrometer using a 1.7 mm tube, respectively. ^1^H NMR spectra for **3** (0.2 mg) and **4** (0.8 mg) in CDCl_3_ were recorded on a Cryo 600-MHz/54 mm Bruker Avance III HD. The spectra were referenced using the residual solvent signal (δ_H_/_C_ 7.26/77.0 (CDCl_3_)). The HRESIMS data were obtained in the negative mode using the high-resolution LC Q-Exactive orbitrap mass spectrometer (ThermoSci, Waltham, MA, USA) equipped with the APCI/ESI multimode ion source detector. The LRESIMS data were acquired in the negative mode using the TSQ Altis plus triple quadrupole mass spectrometer equipped with Vanquish LC system (ThermoSci). The optical rotation was measured using a JASCO P-2000 polarimeter.

### 4.3. Extraction and Isolation

Samples of the VP FK21-7 red mat cyanobacterium were freeze-dried and subjected to non-polar extraction using EtOAc−MeOH (1:1) and polar extraction using 30% aq EtOH. The non-polar extract (2724 mg) was partitioned between EtOAc and H_2_O. The EtOAc fraction (80.5 mg) was concentrated and subjected to silica gel chromatography using the following gradient: (30% EtOAc−Hex, 100% EtOAc, 10% MeOH−EtOAc, 1:1 EtOAc−MeOH, and finally 100% MeOH). The fraction that eluted with 100% EtOAc (12 mg) was purified by semipreparative reversed-phase HPLC [Synergi Hydro 4u-RP, 250 × 10.0 mm; flow rate, 2.0 mL/min; PDA detection 200–800 nm] using a linear MeOH−H_2_O gradient (20–100% MeOH over 15 min, 100% MeOH for 20 min) to afford **1** and **2** in a 1:1 mixture (1.5 mg) eluting at *t*_R_ 21.6 min. The mixture was further purified by HPLC using an analytical column [Synergi 4u Hydro-RP 80A, 150 × 4.60 mm, 4 micron; flow rate 0.5 mL/min, PDA detection 200–800 nm] with a linear ACN−H_2_O gradient (20–100% ACN for 10 min, 100% ACN for 15 min) to afford **1** (0.4 mg), eluting at *t*_R_ 12.2 min, and **2** (0.3 mg), eluting at *t*_R_ 12.0 min. The Si fraction that eluted with 30% EtOAc−Hex (34.3 mg) was partially purified (11.6 mg) by semipreparative reversed-phase HPLC [Synergi Hydro 4u-RP, 250 × 10.0 mm; flow rate, 2.0 mL/min; PDA detection 200−800 nm] using a linear MeOH−H_2_O gradient (20–100% MeOH over 15 min, 100% MeOH for 20 min) to afford **3** (0.8 mg), eluting at *t*_R_ 26.5 min, and **4** (0.8 mg), eluting at *t*_R_ 28.3 min. Compound **3** was repurified by HPLC using analytical column [Synergi 4u Hydro-RP 80A, 150 × 4.60 mm, 4 micron; flow rate 0.5 mL/min, PDA detection 200–800 nm] using a linear ACN−H_2_O gradient (20–100% ACN for 10 min, 100% ACN for 15 min) to afford **3** (0.2 mg) eluting at *t*_R_ 17.3 min.

7(*E*)-9-Keto-hexadec-7-enoic acid (**1**): colorless, amorphous powder; ^1^H and 2D NMR data (CDCl_3_), Table 1; HRESIMS *m*/*z* 267.1964 [M − H]^−^ (calcd. for C_16_H_27_O_3_, 268.3970).

7(*E*)-9*S*-Hydroxy-hexadec-7-enoic acid (**2**): colorless, amorphous powder; [α] _D_^20^ ₊ 23 (*c* 0.01, MeOH); ^1^H and 2D NMR data (CDCl_3_), Table 1 and Table S1; HRESIMS *m*/*z* 269.2119 [M − H]^−^ (calcd. for C_16_H_29_O_3_, 270.4130).

9(*Z*)-Hexadec-9-enoic acid (**3**): colorless, amorphous powder; ^1^H NMR and HSQC data (CDCl_3_), Table 1 and Table S1; HRESIMS *m*/*z* 253.2170 [M − H]^−^ (calcd. for C_16_H_29_O_2_, 254.4140).

Hexadecanoic acid (**4**): colorless, amorphous powder; ^1^H NMR data (CDCl_3_), Table 1; HRESIMS *m*/*z* 255.2325 [M − H]^−^ (calcd. for C_16_H_31_O_2_, 256.4300).

#### Isolation of Compound **1** from Other Cyanobacteria Samples

Samples of the filamentous cyanobacterium DRTO-73 collected from Loggerhead Key, Florida were freeze-dried, extracted and fractionated as described previously [58]. The 20% *i*PrOH/CH_2_Cl_2_ was purified by reversed-phase HPLC [Synergi Hydro 4u-RP, 250 × 10.0 mm; flow rate, 2.0 mL/min; PDA detection 200–800 nm] using a linear MeOH−H_2_O gradient (60–100% MeOH over 10 min, 100% MeOH for 20 min) to afford **1** (0.6 mg) and which was repurified by HPLC [Synergi 4u Hydro-RP 80A, 150 × 4.60 mm, 4 micron; flow rate 0.5 mL/min, PDA detection 200–800 nm] using a linear ACN−H_2_O gradient (20–100% ACN for 10 min, 100% ACN for 15 min) to afford **1** (0.1 mg) eluting at *t*_R_ 12.2 min.

The freeze-dried material of the cyanobacterium VPG18-67 red leathery mat collected in Guam (73.35 g) was subjected to non-polar extraction using EtOAc−MeOH (1:1) and polar extraction using EtOH−H_2_O (1:1). The non-polar extract (2.4 g) was partitioned between hexanes and 80% MeOH in H_2_O. The methanolic phase was dried and further partitioned between EtOAc and H_2_O. The EtOAc layer was concentrated and subjected to silica gel chromatography by using hexane and increasing gradients of EtOAc (10, 20, 40, 60, 80%), 100% EtOAc, MeOH and increasing gradients of EtOAc (20, 40, 60, 80%), and finally with 100% MeOH. The 60% EtOAc/hexane Si fraction was purified by reversed-phase HPLC [Luna C18, 250 × 4.60 mm, 4 micron; flow rate 0.8 mL/min, PDA detection 200–800 nm] using a linear ACN−H_2_O gradient (10–95% ACN for 30 min, 95% ACN for 10 min) to afford **1** (0.4 mg) eluting at *t*_R_ 28.3 min.

The freeze-dried material (20.56 g) of the cyanobacterium HL-CN2011-062 (DRTO-46) collected from Fort Jefferson was extracted and partitioned as described for the sample VPG18-67. The EtOAc-partitioned fraction (60.47 mg) was subjected to silica gel chromatography by using CH_2_Cl_2_ and increasing gradients of *i*PrOH (2, 4, 6, 8, 10, 20, 40, 60, 80%), 100% iPrOH, and finally with 100% MeOH. The fraction that was eluted with 2 and 4% *i*PrOH/CH_2_Cl_2_ contained compound **1** based on the characteristic downfield signals in the ^1^H NMR spectrum characteristic of the Michael acceptor motif. A total of 4 mg was then purified by reversed-phase HPLC [Synergi 4u Hydro-RP 80A, 150 × 4.60 mm, 4 micron; flow rate 1 mL/min, PDA detection 200–800 nm] using a linear ACN−H_2_O gradient (15–100% ACN for 25 min, 100% ACN for 10 min) to afford **1** (0.4 mg) eluting at *t*_R_ 20.1 min.

The freeze-dried material (2.88 g) of the cyanobacterium HL-CN2015-131 (DRTO-89) collected from Loggerhead Key was extracted, partitioned and fractionated as described for HL-CN2011-062. The fraction that was eluted with 6 and 8% *i*PrOH/CH_2_Cl_2_ contained compound **1** based on the characteristic downfield signals in the ^1^H NMR spectrum characteristic of the Michael acceptor motif. A total of 4.63 mg was then purified by reversed-phase HPLC using the same column and method described for HL-CN2011-062 to afford 0.2 mg of **1**.

### 4.4. Ozonolysis and Oxidative Workup

Compounds **2** and **3** (50 µg each) were dissolved in 3 mL of CH_2_Cl_2_ followed by bubbling of ozone into the solution at −78 °C for 20 min. The solution was then dried, and the residues were resuspended in H_2_O_2_−HCOOH (1:2) for 20 min at 70 °C. The resulting mixture was subsequently evaporated and subjected to ESIMS analysis in the negative mode to detect the generated dicarboxylic acid fragments.

### 4.5. Cell Culture

HEK293 ARE-luc cells (SL-0042-NP; Signosis) (human embryonic kidney cells stably transfected with firefly luciferase reporter gene) and RAW264.7 cells (ATCC) (mouse macrophagic cells) were cultured using Dulbecco’s Modified Eagle’s Medium (DMEM; Invitrogen) supplemented with 10% fetal bovine serum (FBS; Sigma, St. Louis, MO, USA), 1% antibiotic–antimycotic (Invitrogen, Waltham, MA, USA) and maintained at 37 °C humidified air and 5% CO_2_.

### 4.6. ARE-Luciferase Reporter Assay

HEK293 ARE-luc cells (10,000 cells/well) were seeded in 96-well plates (Costar 96-well white solid plates; COS3917) and incubated overnight to attach. The cells were then treated with different concentrations of compounds, positive control (tBHQ, 10 µM) and solvent control (DMSO; 0.5% *v*/*v*). Following 24 h incubation, luciferase activity was detected using BriteLite detection reagent (PerkinElmer, Waltham, MA, USA) following the manufacturer’s instructions. The luminescence was read using the Envision plate reader (PerkinElmer). Cell viability assay was performed in parallel under the same conditions and time points.

### 4.7. NO Assay

RAW264.7 cells (20,000 cells/well) were seeded in 96-well plates and allowed to attach overnight. The cells were then pretreated for 1 h with different concentrations of compounds **1** and **2**, and solvent control (DMSO; 0.5% *v*/*v*) followed by stimulation with 1 µg/mL LPS. Non-stimulated cells (no LPS) were also tested simultaneously. Following 24 h incubation, the production of NO in the cell supernatant was assessed by measuring the concentration of nitrile, which is an oxidative product of NO. Briefly, 50 µL of culture supernatant was mixed with 50 µL of Griess reagent (Promega) according to the manufacturer’s instructions. The absorbance was measured at 540 nm using a SpectraMax M5 plate reader (Molecular Devices, SAN Jose, CA, USA). NO production was calculated based on a standard reference curve generated for fresh nitrite standard solution. Cell viability assay was performed in parallel under the same conditions and time points.

### 4.8. Cell Viability Assay

HEK293 ARE-luc cells (10,000 cells/well) and RAW264.7 cells (20,000 cells/well) were seeded in 96-well plates and allowed to attach overnight. The cells were then treated with different concentrations of compounds, positive control (tBHQ, 10 µM) and solvent control (DMSO; 0.5% *v*/*v*). Following 24 h incubation, cell viability was measured using 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazoliumbromide according to the manufacturer’s instructions (Promega, Madison, WI, USA).

### 4.9. RNA Extraction and RT-qPCR Analysis of Nqo1 and iNos Transcript Levels in RAW264.7 Cells

RAW264.7 cells (250,000 cells/well) were seeded in 6-well plates and allowed to attach overnight. After overnight incubation, the media in each well were replaced with fresh media prior to treatment with **1** at 32, 10, 3.2 and 1 µM and solvent control (0.5% DMSO) for 1 h. After 1 h, the cells were stimulated with1 µg/mL LPS. Non-stimulated cells (no LPS) were also tested simultaneously. After 12 h incubation, RNA was isolated using an RNeasy mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. cDNA synthesis was carried out using SuperScript II reverse transcriptase and oligo (dT) (Invitrogen). qPCR was carried out after reverse transcription on a reaction solution (25 μL) prepared using a 1 μL aliquot of cDNA, 12.5 μL of TaqMan gene expression assay mix, 1.25 μL of 20× TaqMan gene expression assay mix and 10.25 μL of RNase-free water. The qPCR experiment was performed using an ABI 7300 sequence detection system. The thermocycler program used was 2 min at 50 °C, 10 min at 95 °C, 15 s at 95 °C (40 cycles) and 1 min at 60 °C. iNos (Mm00440502_m1) and NQO1 (Mm01253561_m1) were used as target genes and mouse ACTB (#4352933, Applied Biosystems, Waltham, MA, USA) was used as endogenous control.

### 4.10. Illumina Sequencing Library Construction 

RNA samples were measured by the QUBIT fluorescent method (Invitrogen) and Agilent Bioanalyzer. A total of 500 ng high-quality total RNA with a RIN of 10 was used for library construction using the reagents provided in the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA, catalog # E7490) and the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs, catalog # E7760) according to the manufacturer’s user guide. Briefly, 500 ng of total RNA was used for mRNA isolated using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, catalog # E7490). Then, the poly A-enriched RNA was fragmented in a NEBNext First Strand Synthesis Buffer via incubation at 94 °C for the desired time. This step was followed by first-strand cDNA synthesis using reverse transcriptase and random hexamer primer. Synthesis of ds cDNA was conducted using the 2nd strand master mix provided in the kit, followed by end repair and dA tailing. At this point, Illumina adaptors were ligated to the sample. Finally, the library was amplified, followed by purification with AMPure beads (Beckman Coulter, Brea, CA, USA, catalog # A63881). The library size and mass were assessed by analysis in the Agilent TapeStation using a High Sensitivity DNA1000 Screen Tape. Typically, a 250–900 library peak was observed, with the highest peak at ~420 bp. Barcoded libraries were pooled equimolarly for sequencing simultaneously for NavaSeq 6000 S4 2 × 150 cycles run as described below. RNA-seq library performed at UF ICBR Gene Expression Core (https://biotech.ufl.edu/gene-expression-genotyping/, accessed on 26 May 2023, RRID:SCR_019145).

### 4.11. Illumina NovaSeq6000 Sequencing

Normalized libraries were submitted to the “Free Adapter Blocking Reagent” protocol (FAB, Cat# 20024145) to minimize the presence of adaptor dimers and index hopping rates. The library pool was diluted to 0.8 nM and sequenced on one S4 flow cell lane (2 × 150 cycles) of the Illumina NovaSeq6000. The instrument’s computer utilized the NovaSeq Control Software v1.6. Cluster and SBS consumables were v1.5. The final loading concentration of the library was 120 pM with 1% PhiX spike-in control. One lane generated 2.5–3 billion paired-end reads (~950 Gb) with an average Q30% ≥ 92.5% and Cluster PF = 85.4%. FastQ files were generated using the BCL2fastQ function in the Illumina BaseSpace portal. The Illumina NovaSeq 6000 was used to sequence the libraries for 2 × 150 cycles. Sequencing was performed with ICBR NextGen Sequencing (https://biotech.ufl.edu/next-gen-dna/, RRID:SCR_019152, accessed on 26 May 2023). The data were deposited with the GEO accession number GSE240402.

## 5. Conclusions

In conclusion, we report the discovery of a C16 monounsaturated fatty acid containing an α,*β*-unsaturated carbonyl (**1**) for the first time from a benthic marine cyanobacterial mat, in addition to three structurally related analogues (**2**–**4**). These compounds were previously known from diatoms and algae and may play an important ecological role. The α,*β*-unsaturated carbonyl motif appeared to be critical for their Nrf2−ARE activity. The relationship of **1** and **2** suggests that oxidation reduction or vice versa can serve as an on/off switch for antioxidant and anti-inflammatory activity. Given the established crosstalk between the Nrf2 and NF-κB pathways, we evaluated the anti-inflammatory potential of **1** in LPS-stimulated mouse macrophages, reducing NO production through a transcriptional mechanism by lowering *iNos* transcript levels. We also demonstrated the effect of **1** on global transcript changes induced by LPS via RNA sequencing and identified additional inflammatory pathways besides the Keap1/Nrf2−ARE pathway modulated by **1**. Transcriptomic analysis identified many additional canonical pathways and regulatory networks linked to inflammation and immune function and related diseases, particularly multiple sclerosis, for which a Nrf2 activator (dimethyl fumarate) is FDA-approved. Our study raises the question of whether therapeutic or preventive effects can be achieved with such oxidized fatty acids. The diversity of organisms producing the compounds allows us to target those that are easiest to grow. While we studied the effects of **1** from a marine cyanobacterium, a previous isolation from the dietary seaweed *Ulva lactuca*, which is easily amenable to culturing, suggests that therapeutic properties could be retrieved through diet or supplementation. This class of α,*β*-unsaturated carbonyl-containing fatty acids could also serve as chemical probes to aid in understanding the molecular basis underlying several inflammatory and oxidative-stress mediated diseases, where the cytoprotective Keap1/Nrf2−ARE pathway serves as a target.

## Figures and Tables

**Figure 1:**
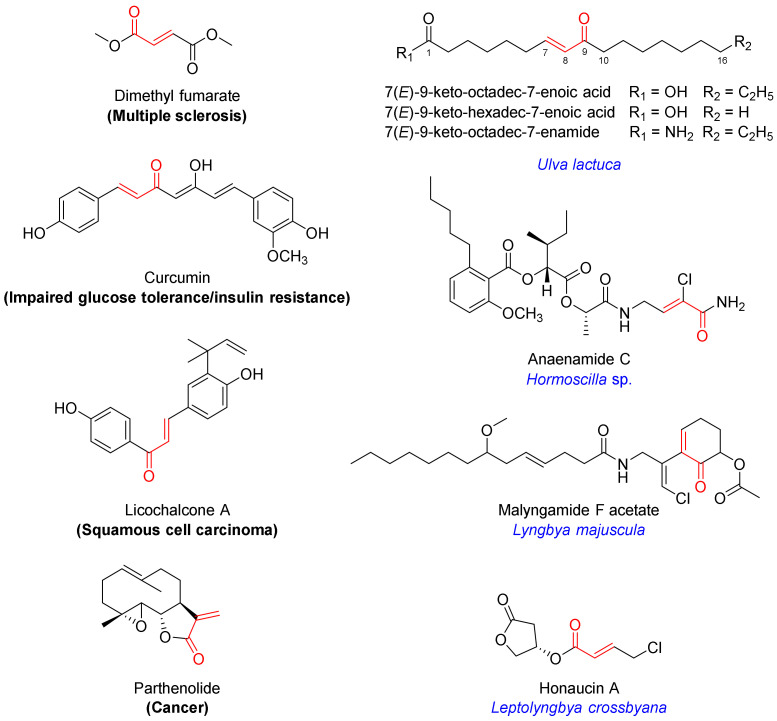
Chemical structures of selected Nrf2 activators bearing an α,*β*-unsaturated carbonyl motif which are either FDA-approved (dimethyl fumarate) or in clinical trials (curcumin, licochalcone A, pathenolide), isolated from algae (monounsaturated fatty acids) or marine cyanobacteria (anaenamide C, malyngamide F acetate, honaucin A).

**Figure 2:**
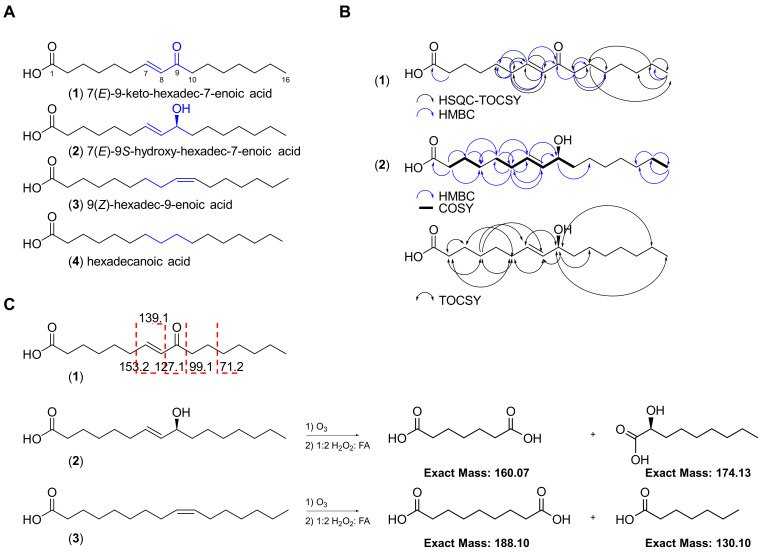
Chemical structures of the four fatty acids (**1**–**4**) isolated from the marine cyanobacterial mat VPFK21-7. (**A**) Key differences in the structures of compounds **1**–**4** are highlighted. (**B**) Key HSQC-TOCSY, HMBC, COSY and TOCSY correlations for compounds **1** and **2**. (**C**) ESI-MS/MS fragmentation and ozonolysis reactions to confirm the position of the double bond in compounds **1**–**3**.

**Figure 3:**
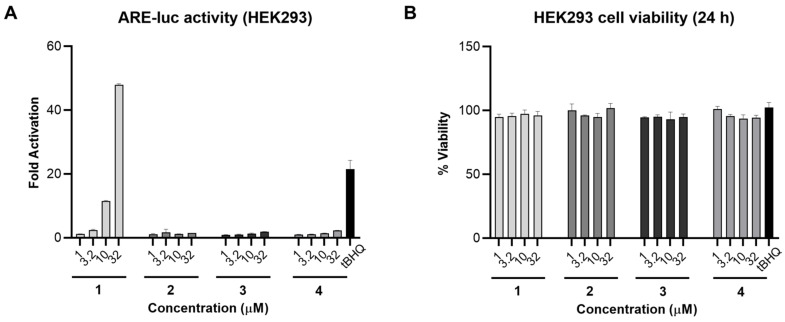
Nrf2/ARE activity for compounds **1**–**4** in HEK293 cells. (**A**) Compound **1** activated the ARE-luc reporter (24 h) in a dose-dependent manner. tBHQ was used as a positive control. (**B**) Cell viability in HEK293 cells after 24 h treatment with **1**–**4** measured by MTT. Data represent mean ± SD (*n* = 3).

**Figure 4:**
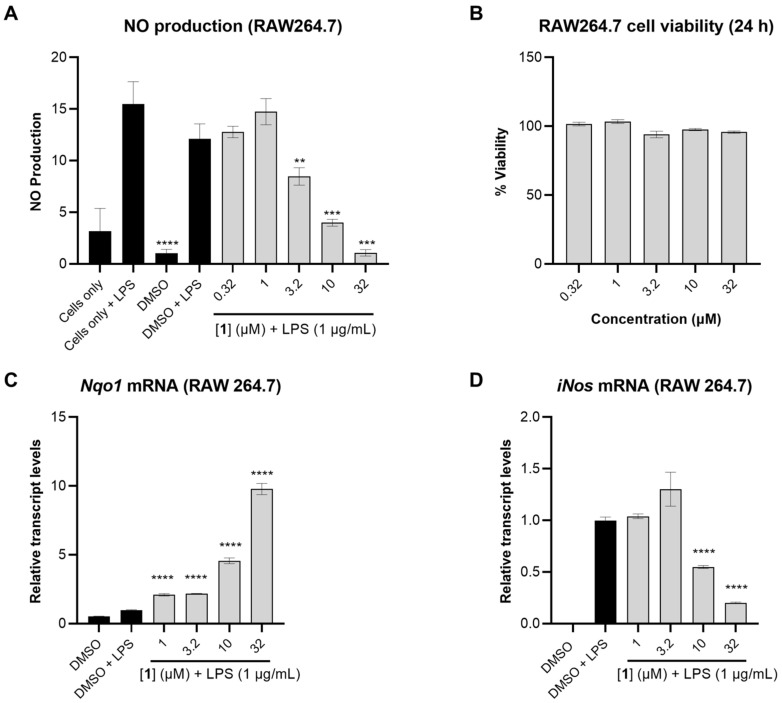
The anti-inflammatory effects of **1** in RAW264.7 cells. (**A**) NO production in RAW264.7 cells measured after 24 h using Griess reagent. The cells were pretreated with **1** at different concentrations for 1 h followed by stimulation with LPS (1 µg/mL). (**B**) Cell viability in RAW264.7 after 24 h treatment with **1** measured using MTT assay. (**C**,**D**) Relative transcript levels of *Nqo1* and *iNos* measured by TaqMan analysis, using actin as endogenous control. RAW264.7 cells were pretreated with compound **1** at different concentrations for 1 h followed by LPS stimulation (1 µg/mL). RNA was extracted following 12 h incubation. Data represent mean ± SD (*n* = 3). The asterisks denote significance of *p* < 0.05 relative to DMSO + LPS using two-tailed unpaired *t*-test (** denotes *p* ≤ 0.01, *** denotes *p* ≤ 0.001, **** denotes *p* ≤ 0.0001).

**Figure 5:**
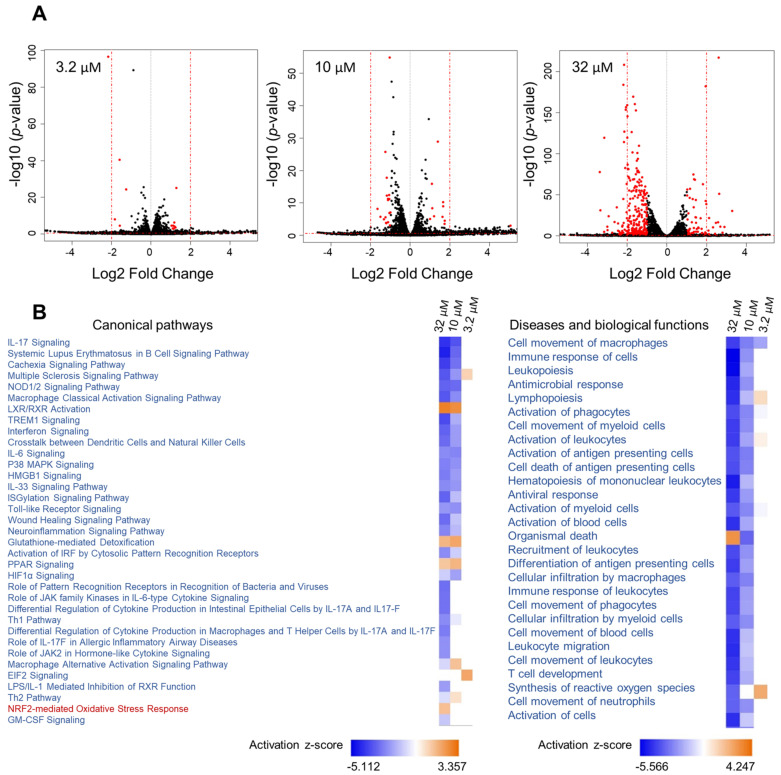
Analysis of RNA sequencing data of **1** at three concentrations. (**A**) Volcano plots of the differentially regulated genes obtained from the RNA sequencing data of **1**, with cutoff values of log2 fold change > 1 and *p*-value < 0.05. (**B**) Heatmap showing selected canonical pathways involved in inflammation and top biological functions of **1** derived from comparison analysis of the three datasets using IPA.

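At a 2-fold change and an unadjusted p below 0.05, edgeR's quasi-likelihood test gave 500 genes at 32 µM (139 higher and 361 lower than in DMSO + LPS), 230 at 10 µM (169 higher and 61 lower) and 76 at 3.2 µM (21 higher and 55 lower). After adjustment it gave 317 at 32 µM (69 higher and 248 lower), 36 at 10 µM (17 higher and 19 lower) and 0 at 3.2 µM. The excess of higher genes at 10 µM was thus not seen after adjustment. In DESeq2's Wald test on the 4 libraries of each comparison, the smallest p at 32 µM were those of Ccl2, Adh7 and Il1a, and at 10 µM those of Ccl2, Odc1 and Spp1. At 3.2 µM they were those of Gm42418, with a log2 fold change of −2.17 (adjusted p = 2.63e-93), and Lars2, with one of −0.89 (adjusted p = 2.88e-86). In the fit of all 10 libraries neither was called at 3.2 µM (adjusted p = 0.999 for both); that fit takes the spread from all conditions. Gm42418 was at 491 and 434 CPM at 3.2 µM, at 2006 and 2137 CPM in DMSO + LPS, and at 1400 and 25690 CPM at 32 µM. The annotation places Gm42418 on chromosome 17 from 39846958 to 39848788, and its counts are taken here as ribosomal RNA.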

**Figure 6:**
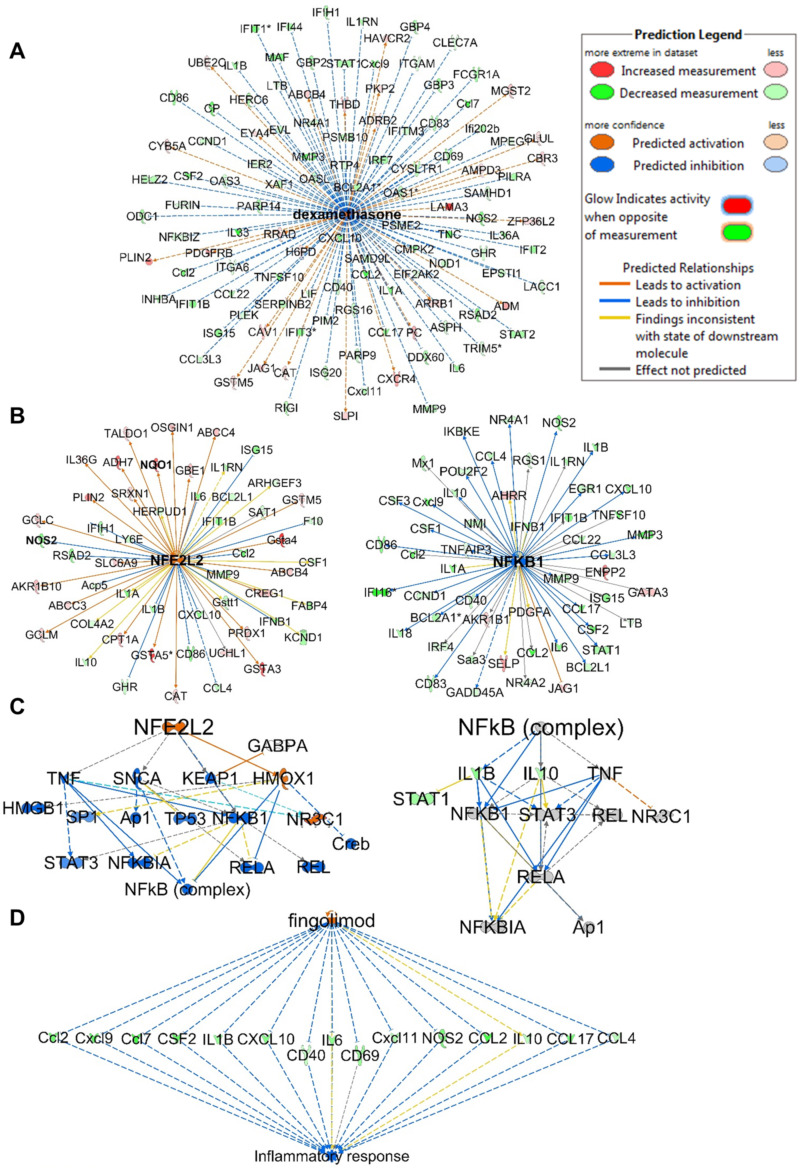
IPA analysis of RNA sequencing data at 32 µM. (**A**) Upstream regulator network of dexamethasone showing all genes with measurement directions consistent with dexamethasone’s predicted activation state. (**B**) Upstream regulator networks of Nrf2 (NFE2L2) and NF-κB showing the modulated target genes in response to **1**. (**C**) Mechanistic networks of Nrf2 (NFE2L2) and NF-κB demonstrating the crosstalk between the two pathways via HMOX1 activation. (**D**) Regulator effect network of the Nrf2 activator fingolimod, predicted to be activated as it downregulates the same set of genes that are downregulated in the dataset in response to **1**. The asterisks on some genes indicate that multiple identifiers in the dataset file map to a single gene.

**Table 1:** NMR spectral data for the isolated fatty-acid-type compounds (**1**–**4**) in CDCl_3_.

C/H No.	1		2		3	4
	*δ*_H_ (*J* in Hz)	*δ*_C_ ^a^, mult ^b^	*δ*_H_ (*J* in Hz)	*δ*_C_ ^a^, mult ^b^	*δ*_H_ (*J* in Hz)	*δ*_H_ (*J* in Hz)
OH	−	−	−	−	−	−
1	−	177.2, qC	−	176.6, qC	−	−
2	2.35, t (7.4)	33.7, CH_2_	2.37, t (7.4)	33.5, CH_2_	2.37, t (7.4)	2.37, t (7.4)
3	1.65, m	24.8, CH_2_	1.67, m	24.5, CH_2_	1.67, m	1.67, m
4	1.31, m	31.7, CH_2_	1.37, m	28.7, CH_2_	1.32, m	1.28, m
5	1.49, m	27.9, CH_2_	1.40, m	28.7, CH_2_	1.32, m	1.28, m
6	2.21, dt (7.1, 6.9)	32.3, CH_2_	2.05, dt (7.1, 6.9)	32.1, CH_2_	1.32, m	1.28, m
7	6.83, dt (15.3, 6.9)	147.1, CH	5.63, dt (15.3, 6.9)	132.1, CH	1.32, m	1.28, m
8	6.11, dd (15.3, 7.1)	130.3, CH	5.47, dd (15.3, 7.1)	133.2, CH	2.02, dt (6.9, 6.3)	1.28, m
9	−	201.0, qC	4.06, dt (7.1, 6.8)	73.3, CH	5.34, m	1.28, m
9-OH			−	−	−	−
10	2.54, m	40.2, CH_2_	1.57, 1.49, m	37.3, CH_2_	5.34, m	1.28, m
11	1.62, m	24.2, CH_2_	1.33, m	25.4, CH_2_	2.02, dt (6.9, 6.3)	1.28, m
12, 13	1.37, m	28.7, CH_2_	1.30, m	29.1, CH_2_	1.32, m	1.28, m
14	1.37, m	28.7, CH_2_	1.30, m	31.9, CH_2_	1.32, m	1.28, m
15	1.32, m	22.5, CH_2_	1.31, m	22.5, CH_2_	1.32, m	1.28, m
16	0.9, t (7.0)	14.1, CH_3_	0.9, t (7.0)	14.1, CH_3_	0.9, t (7.0)	0.9, t (7.0)

^a 13^C values were deduced from HSQC and HMBC spectra. ^b^ Multiplicity derived from the HSQC spectrum.

**Table 2:** Selected immune and inflammatory canonical pathways modulated by **1** at 32 µM based on RNA-seq and IPA.

Canonical Pathway	Activation z-Score	*p*-Value	No. of Molecules	Selected Genes
Role of hypercytokinemia/hyperchemokinemia in the pathogenesis of Influenza	−5.112	4.85 × 10^−27^	30	*IL33*, *CCL2*, *IFNB1*, *IL1A*, *IFIT3*
Pathogen-induced cytokine storm signaling pathway	−5.091	4.85 × 10^−23^	50	*IL33*, *CCL2*, *CXCL9*, *CSF2*, *NOS2*
Role of pattern recognition receptors in recognition of bacteria and viruses	−2.887	1.10 × 10^−17^	29	*IL33*, *CSF2*, *TNFSF10*, *IFNB1*, *IL1A*
Multiple sclerosis signaling pathway	−3.402	1.03 × 10^−12^	28	*IL33*, *CSF2*, *TNFSF10*, *IL1A*, *IL36A*
NOD1/2 signaling pathway	−3.138	8.86 × 10^−13^	26	*IL33*, *CCL2*, *CSF2*, *TNFSF10*, *NOS2*
TREM1 signaling	−3.638	3.42 × 10^−12^	17	*CCL2*, *CSF2*, *CD86*, *IL6*, *IL1B*
Macrophage classical activation signaling pathway	−3.400	5.92 × 10^−12^	25	*IL33*, *CSF2*, *TNFSF10*, *NOS2*
IL-17 signaling	−4.146	6.02 × 10^−09^	21	*IL33*, *CCL2*, *MMP3*, *CSF2*, *NOS2*
Interferon signaling	−3.162	9.25 × 10^−09^	10	IFIT1 *, *IFNB1*, IFIT3 *, *ISG15*
Neuroinflammation signaling pathway	−2.449	1.84 × 10^−08^	27	*CCL2*, *MMP3*, *NOX1*, *NOS2*
Differential regulation of cytokine production in macrophages and T-helper cells	−2.646	1.19 × 10^−07^	7	*CCL2*, *CSF2*, *IL6*, *IL1B*, *CCL4*
LXR/RXR activation	2.840	3.04 × 10^−07^	15	*IL33*, *CCL2*, *NOS2*, *IL1A*, *IL36A*
Toll-like receptor signaling	−2.111	3.68 × 10^−07^	12	*IL33*, *IL1A*, *IL36A*, *IL1B*, *TLR8*
LPS-IL-1-mediated inhibition of RXR function	−2.000	1.81 × 10^−05^	19	*IL33*, *IL1A*, *IL36A*, *IL1B*, *FABP4*
Glutathione-mediated detoxification *	1.633	2.58 × 10^−05^	7	*Gsta4*, GSTA5 *, *GSTA3*, *MGST2*
HMGB1 signaling	−2.646	5.89 × 10^−05^	14	*IL33*, *CCL2*, *CSF2*, *TNFSF10*, *IL1A*
P38 MAPK signaling	−2.530	1.64 × 10^−04^	11	*IL33*, *IL1A*, *IL36A*, *IL1B*, *PLA2G4C*
PPAR signaling	1.265	2.75 × 10^−05^	10	*IL33*, *IL1A*, *IL36A*, *IL1B*
NRF2-mediated oxidative stress response *	1.414	2.22 × 10^−03^	14	*GSTA5*, *GSTA3*, *NQO1*, *PRDX1*

* The genes involved in these pathways were upregulated.

## Data Availability

Data presented in this study are available within this article and Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/md21110553/s1, ^1^H NMR, HSQC, HSQC-TOCSY, HMBC, 1D TOCSY for 7(*E*)-9-keto-hexadec-7-enoic acid (**1**) in CDCl_3_; ^1^H NMR, HSQC, COSY, HMBC, TOCSY for 7(*E*)-9*S*-hydroxy-hexadec-7-enoic acid (**2**) in CDCl_3_; ^1^H NMR, HSQC, band-selective HSQC for 9(*Z*)-hexadec-9-enoic acid (**3**) in CDCl_3_; ^1^H NMR spectrum for hexadecanoic acid (**4**) in CDCl_3_; Table S1: NMR spectral data for 7(*E*)-9*S*-hydroxy-hexadec-7-enoic acid (**2**) and 9(*Z*)-hexadec-9-enoic acid (**3**); Figure S1: ESI-MS/MS spectra for **1**; Figures S2 and S3: HRMS data for (**1**−**4**); Figure S4: LRMS data for ozonolysis products of **2** and **3**; Figure S5: homonuclear decoupling of **1** and *E*/*Z* commercially available standards; Figure S6: upstream regulator network for LPS; Figure S7: regulator effect networks of the Nrf2 activators.

How the deposited data were processed for this re-analysis (not part of the article)

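RNA-seq was analyzed from RAW264.7 cells in 5 conditions with 2 libraries each: DMSO, DMSO + LPS, and **1** at 32, 10 and 3.2 µM with LPS. The authors made poly(A)-selected, stranded libraries, sequenced them with 2 × 150 cycles on 1 lane, and deposited raw counts per mouse Ensembl gene, 1 column per library, without normalization. The source of these statements is the paper's methods and the record deposited with the counts; the aligner, the counting tool, the use of the strand, the annotation and the genome build are not stated. All counts were whole numbers. Of 43432 genes, 19292 had 0 counts in every library. No library was left out.

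Library totals lay between 45966803 and 58976377 counts. At 5 CPM the smallest library gives a counting error of 6.59%. Symbols and positions were taken from GENCODE M21 on GRCm38 through unversioned Ensembl identifiers. The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, data.table 1.17.8 and Biostrings 2.70.1, the last for transcript lengths and GC content.

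Genes were kept by filterByExpr with a minimum count of 10 (14172 genes), scaled by TMM and fitted in edgeR with 1 mean per condition, which left 5 residual degrees of freedom. The common biological coefficient of variation was 0.128 and the prior degrees of freedom 2.76. Quasi-likelihood F tests compared each dose with DMSO + LPS, DMSO + LPS with DMSO, and neighboring doses with each other. Cutoffs were a log2 ratio of 0.586 and p of 0.05, unadjusted for counts beside those of the paper, whose text does not state whether its p was adjusted, and Benjamini-Hochberg adjusted for calls. Gene sets (11: Nrf2, interferon-stimulated, NF-κB-dependent inflammatory, glucocorticoid-induced, PPAR, LXR, heat-shock, ATF4, cholesterol synthesis, cell-division and ribosomal protein genes) were written from general knowledge and tested with camera and fry in limma, adjusted over 44 tests.

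Genes named are those in the paper's text and Table 2, whose directions in the paper were known beforehand, members of sets discussed, the 5 highest and 5 lowest log2 fold changes at 32 µM and the 3 highest and 3 lowest at the other doses and for LPS, and the 2 genes with the smallest p at each dose. The ranked genes had to be called, to have a mean of at least 5 CPM and to have both libraries of 1 group above both of the other. The cutoffs, tests, gene sets, this rule and the alternatives were set before the data were examined, except the short-transcript score. Genes outside the rule are marked where they appear.

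The alternatives were DESeq2's size factors, library size alone, no count filter, a mean of at least 5 CPM, the replicate number in the fit, DESeq2's Wald test on all 10 libraries or on the 4 libraries compared, edgeR on those 4 libraries, edgeR's likelihood ratio test, a 2-fold cutoff, fry in place of camera, and leaving out each library in turn, where the lone library of a condition is assumed to vary like those of the others. The alternative chosen after seeing the data adds each library's short-transcript score to the fit, the median over 403 genes with transcripts under 1000 nt, without ribosomal protein genes, of the log2 CPM relative to the other libraries. The 100 simulated data sets drew unchanged dose groups around the DMSO + LPS means with genes independent of each other. Their control libraries were drawn anew as well. The steps were also tested on simulated data with 200 changed genes, each at a mean of at least 5 CPM and changed at least 2-fold. On a further draw DESeq2 on the 4 libraries compared recovered 199 of them and made 41 false calls.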

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

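The tests of transcript length between the DMSO libraries, for ribosomal protein genes and for single genes at 32 µM, and of reads shared between Cxcl paralogs were chosen only after the results were seen.

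The paper does not report DMSO against DMSO + LPS, where 3989 genes were called. With the short-transcript score in the fit, chosen after seeing the data, 4104 were called, 3693 of them the same genes, so a trend along transcript length is not the whole of this response. The groups differ by LPS treatment, which is the biological explanation the design gives. All 31 NF-κB-dependent and all 35 interferon-stimulated genes tested were called higher, and Il6 was at 0 and 0 CPM in DMSO and 94.7 and 99.0 CPM in DMSO + LPS.

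1 library stood apart from its replicate in genes the paper does not discuss. Gm42418 was at 25690 CPM and Lars2 at 5195 CPM in replicate 2 at 32 µM, against 1400 and 340 CPM in replicate 1. Both libraries had the same dose, and no biological explanation was tested. The 2 mitochondrial ribosomal RNA genes were higher in replicate 2 by a median ratio of 3.29, against 0.988 for 13 mitochondrial mRNA genes (range 0.0738 to 1.30). Ribosomal RNA left after poly(A) selection is a candidate explanation for this library.

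Among genes that the text of the paper does not discuss, the following were called at 32 µM; Adh7, Plin2 and Ccl7 are drawn in Fig. 6, and Cxcl3 and Ptgs1 were chosen after their values were seen. Log2 fold changes were 2.61 for Adh7 (range over the alternatives 2.59 to 2.62), 1.99 for Serinc2 (range over the alternatives 1.96 to 2.02), 1.95 for Plin2 (range over the alternatives 1.93 to 1.98), 1.95 for Ass1 (range over the alternatives 1.87 to 2.03), 1.82 for Cxcl3 (range over the alternatives 1.71 to 1.91) and 2.46 for Ptgs1 (range 2.17 to 2.86). The lower genes were Slc28a2 at −2.19 (range −2.37 to −2.03), Wfdc17 at −2.52 (range −2.91 to −2.22), Ccl7 at −3.15 (range −3.31 to −2.99) and Thbs1 at −3.37 (range −3.41 to −3.33). Each was called at 32 µM under every alternative that tested it. With the short-transcript score in the fit 10 of the 10 genes were called in the same direction. The scores at 32 µM (0.132 and −0.248) lay on both sides of those in DMSO + LPS (−0.0378 and 0.0733). That fit could thus take little from changes of this size, and no conclusion on transcript length is drawn from it. Dose is the biological explanation the design gives, and apart from a paralog of Cxcl3 no further technical explanation was tested for these genes.

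Cxcl3 was higher while the set of NF-κB-dependent inflammatory genes was lower. Its far more abundant paralog Cxcl2 went from 1317 to 1795 CPM of the total count at 32 µM, a ratio of 1.36, and Cxcl3 from 32.7 to 115, a ratio of 3.53. Even if all counts of Cxcl3 in DMSO + LPS were reads of Cxcl2, a fixed share of such reads would have added 11.9 CPM, against a rise of 82.5. Reads shared at a fixed rate with Cxcl2 are thus argued against as the whole cause; a rate that differs between the groups was not tested.

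Ribosomal protein genes, which the paper does not discuss, had a median log2 fold change of 0.23 at 3.2 µM, with 73 of 76 higher (camera adjusted p = 2.77e-08; fry adjusted p = 0.619). The difference between the DMSO libraries correlated with transcript length across 9727 genes (Spearman −0.50), and a dose cannot explain it. With the short-transcript score in the fit the median of the set was 0.013 (camera adjusted p = 0.519). At 3.2 µM, 403 other short transcripts had a median of 0.12 and 9279 other genes one of 0.00084. A length bias of the libraries is a candidate explanation, and a response to the dose that runs along transcript length was not excluded.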

How the results depend on the processing

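The fit with the short-transcript score was chosen only after the result was seen. Of the named genes, 53 were called at 32 µM and none reversed direction under any alternative. Each alternative that kept all libraries and tested all of them kept 52 or 53 of these calls, and those that left out a library kept 48 to 50. At a mean of at least 5 CPM, 38 were tested and all kept. At 10 µM 28 were called, of which edgeR on the 4 libraries compared kept 15 and DESeq2 on them 26. Leaving out replicate 1 of DMSO + LPS kept 13. At 3.2 µM 0 were called by edgeR's quasi-likelihood test, while edgeR and DESeq2 on 4 libraries called 5 each. DESeq2 on all 10 libraries, the likelihood ratio test, no count filter and the score each called 1 there, Pmepa1. DESeq2's size factors in edgeR changed none of the called genes or sets.

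Counts of genes moved with the filter, as fewer or more genes were tested. At a mean of at least 5 CPM the unadjusted counts were 435, 118 and 4 at 32, 10 and 3.2 µM, and 2643 for LPS (2635 adjusted). With no count filter they were 798 at 10 µM and 226 at 3.2 µM (1 adjusted). A 2-fold cutoff gave 500, 230 and 76 unadjusted and 317 and 36 adjusted at 32 and 10 µM, and 2558 and 2426 for LPS. On the 4 libraries compared edgeR gave 41 adjusted calls at 10 µM, and 353 genes and 66 adjusted calls at 3.2 µM, where DESeq2 gave 43 adjusted calls. DESeq2 on all 10 libraries gave 68 and 8 at 3.2 µM, and the likelihood ratio test 203 and 3. With the short-transcript score there were 220 adjusted calls at 10 µM and 5 at 3.2 µM, 197 calls shared by 32 and 10 µM, and 93 between 10 and 3.2 µM directly. Of the calls on 4 libraries at 3.2 µM, 52.3% with edgeR and 47.6% with DESeq2 of those with a known length had transcripts under 1000 nt, against 10.9% of the genes tested on all 10 libraries. Of these calls 6 and 5 were made at 32 µM in the same direction, and 5 and 3 were made with the score. Part of them thus ran along transcript length, and whether by a bias of the libraries or by the dose stays open. For the other changes of test, fit and score the cause was not tested.

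Across genes, the differences between replicates 1 and 2 correlated positively among DMSO and the doses (from 0.41 to 0.83; 0.81 between 32 and 10 µM and 0.45 between 10 and 3.2 µM) and negatively between DMSO + LPS and each of these (from −0.43 to −0.22). The numbers thus do not pair the libraries of every condition, but the doses share replicate differences. With the number as a replicate block in the fit, direct tests called 225 genes between 32 and 10 µM and 43 between 10 and 3.2 µM. The unadjusted count at 3.2 µM was then 211, and the cause was not tested.

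Library size alone moved the median of all genes after LPS to −0.20. The median of glucocorticoid-induced genes moved along with it to −0.13, so its sign there comes from the scaling, and the set passed the threshold as higher than other genes. For the other changes of gene sets the cause was not tested. Glucocorticoid-induced genes after LPS also passed the threshold at 0.043 with DESeq2 on all 10 libraries, 0.089 with DESeq2 and 0.21 with edgeR on 4 libraries, 0.078 with the likelihood ratio test and 0.078 with fry. At 3.2 µM they lost it with edgeR on 4 libraries (−0.039) and with fry (−0.041). Cholesterol synthesis genes after LPS lost it at a mean of at least 5 CPM (−0.33), with DESeq2 on 10 (−0.37) and on 4 libraries (−0.37), with the likelihood ratio test (−0.33) and with edgeR on 4 libraries (−0.31), and LXR target genes at a mean of at least 5 CPM (−0.32), with the likelihood ratio test (−0.33) and with edgeR on 4 libraries (−0.31). PPAR target genes after LPS passed it with fry (−0.32). Nrf2 target genes at 3.2 µM lost it with the score (0.046) and with fry (0.063), as did ribosomal protein genes (0.013 and 0.23), which passed it at 10 µM with edgeR (0.11) and DESeq2 (0.10) on 4 libraries.

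LPS-induced genes stayed lower and LPS-repressed genes higher at each dose under every alternative. With library size alone the induced medians were −0.36, −0.16 and −0.064 at 32, 10 and 3.2 µM and the repressed median at 3.2 µM was 0.016. With no count filter these were −0.32, −0.16, −0.063 and 0.019. At a mean of at least 5 CPM the induced median at 3.2 µM was −0.037, and the repressed medians were 0.11 at 32 µM and 0.015 at 3.2 µM. The gene lists change with these settings, and the cause was not tested further.

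Leaving out 1 library leaves its condition with 1, assumed to vary like the others. At 10 µM the unadjusted count ran from 280 (without DMSO + LPS replicate 1) to 1183 (without 10 µM replicate 2) and the adjusted one from 52 to 227 under the same choices, with 59 without DMSO + LPS replicate 2. Adjusted calls at 3.2 µM ran from 0 to 1 (without DMSO + LPS replicate 2), calls between 10 and 3.2 µM from 5 (without 3.2 µM replicate 2) to 66 (without 10 µM replicate 2), with 6 without 3.2 µM replicate 1 and 22 without 10 µM replicate 1, and calls shared by 32 and 10 µM from 52 (without DMSO + LPS replicate 1; 59 without replicate 2) to 143. Ribosomal protein genes changed direction, from −0.31 without replicate 1 to 0.22 without replicate 2 at 32 µM and from −0.15 without replicate 1 to 0.31 without replicate 2 at 10 µM. Set medians ran from 0.061 (call lost without 10 µM replicate 2) to 0.12 for cell-division genes at 10 µM, from 0.025 to 0.069 for Nrf2 target genes and from −0.068 to −0.034 for glucocorticoid-induced genes at 3.2 µM. After LPS they ran from 0.056 to 0.097 for the latter (call gained without either DMSO library) and from −0.38 to −0.31 for cholesterol synthesis genes (call lost without DMSO replicate 2). LPS-induced medians ran from −0.35 to −0.30, −0.18 to −0.16 and −0.058 to −0.042 at 32, 10 and 3.2 µM, and repressed ones from 0.10 to 0.15, 0.042 to 0.10 and 0.028 to 0.044. The cause was not tested.

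Depth limits Il33, Cxcl9, Csf2 and Gsta4, whose counts in 1 group were under 10, and Il17a and Rxrg, which were not tested. Groups of 2 libraries have too few splits to exclude chance by regrouping the samples.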

Differences from the paper's values

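Among the settings below, the short-transcript score was chosen only after the result was seen. None of the paper's 3 counts of differentially expressed genes differed by more than 1.5 times from the counts here at an unadjusted p with edgeR's quasi-likelihood test. Similar counts can hold different genes, and the paper's full gene lists were not compared. At 3.2 µM this test gave 120 genes at an unadjusted p and DESeq2 on 4 libraries 137, of which 20 were shared. At 32 µM these numbers were 886, 706 and 684. The paper's text does not state whether its p was adjusted. After adjustment the counts here were 591, 122 and 0 at 32, 10 and 3.2 µM, against the paper's 671, 325 and 130. Of the alternatives set before the data were examined, at an unadjusted p, DESeq2's size factors, library size alone and DESeq2 on 4 libraries stayed within 1.5 times of the paper's count at every dose. Counts further away were 435 with a mean of at least 5 CPM at 32 µM; 798 with no count filter, 118 with a mean of at least 5 CPM, 504 with the replicate number in the fit, 515 with the likelihood ratio test and 1183 without 10 µM replicate 2 at 10 µM; and 226 with no count filter, 4 with a mean of at least 5 CPM, 211 with the replicate number in the fit, 68 with DESeq2 on all 10 libraries, 203 with the likelihood ratio test, 353 with edgeR on 4 libraries, 86 without DMSO + LPS replicate 1, 86 without DMSO + LPS replicate 2 and 76 with a 2-fold cutoff at 3.2 µM.

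Of 25 genes for which the paper states a direction, 25 had it at 32 µM, 21 of them called. The paper counts TNF among the genes lowered by **1**. Tnf was lower here, with a log2 fold change of −0.17 (adjusted p = 0.0212; range of adjusted p over the alternatives 4.72e-04 to 0.336), but below the 1.5-fold cutoff under every setting run. Csf2, lowered in the paper, was lower here without being called (adjusted p = 0.0813), and was called with no count filter (0.0179), the replicate number in the fit (0.0446), DESeq2 on all 10 libraries (0.0266), the likelihood ratio test (0.00858) and the score (0.00168). The paper lists CXCL9 in a lowered pathway. Cxcl9 was lower and not called (adjusted p = 0.0657), and was called with the replicate number in the fit (0.0489), the likelihood ratio test (0.0113) and the score (0.0263). Gsta4, raised in the paper, was higher and not called (adjusted p = 0.272), and was called with the score alone (0.0468).

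The paper states that retinoic X receptors were upregulated. Their genes were not called at 32 µM, with log2 fold changes of 0.22 for Rxra and 0.098 for Rxrb. The paper proposes that **1** acts in a similar way to dexamethasone. Glucocorticoid-induced genes were not called as a set at 32 µM (median log2 fold change −0.091), while inflammatory genes in its dexamethasone network, such as Nos2 and Il6, were lower.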

Other observations

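The tests of transcript length for interferon-stimulated genes, of a uniform loss of the LPS response and of library depth were chosen only after the results were seen.

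Gm42418 and Lars2 were lower in both 3.2 µM libraries than in both DMSO + LPS libraries. If Lars2 followed a change of its own gene class, the other mitochondrial aminoacyl-tRNA synthetase genes would move with it, and 16 of them had a median log2 fold change of −0.0081 at 3.2 µM (range −0.17 to 0.066, 9 lower). Mitochondrial ribosomal RNA genes had a median of −0.028. Less ribosomal RNA left after poly(A) selection and an effect of the dose cannot be told apart for these 2 genes. The synthetases argue against a change of their class. Of other nuclear features counted here as ribosomal RNA, chosen after their values were seen, Gm23935 (497 and 572 CPM in DMSO + LPS, 214 and 234 at 3.2 µM) and Gm24270 (36.2 and 43.2, 11.9 and 14.5) fell along with Gm42418, as less ribosomal RNA would give, while Gm26917 (290 and 253, 307 and 286) and mitochondrial ribosomal RNA did not.

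Interferon-stimulated genes were lower at 3.2 µM. A trend along transcript length is argued against as the whole cause, since the median was −0.079 with the short-transcript score in the fit. Chance differences of the shared controls are argued against by 0 of 100 simulated data sets with a median as low, although these drew genes independently, which narrows their spread. The 2 libraries at 3.2 µM had medians of −0.096 and −0.094. A small effect of the dose may remain, as a hypothesis.

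All 100 simulated data sets gave more genes at an unadjusted p, between 186 and 247, than the 120 found at 3.2 µM. A count below every draw shows that the simulation was wider than these libraries, so it cannot tell whether the count exceeds chance. The differences between replicates had an SD of 0.088 at 3.2 µM and 0.10 in DMSO + LPS. In DMSO and at 32 and 10 µM this SD was 0.26, 0.31 and 0.31.

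A uniform loss of the LPS response at 32 µM would lower LPS-induced genes alike, and 52 of them were called higher at that dose.

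Induction of glucocorticoid receptor target genes as a route to lower inflammatory transcripts was tested by the set of such genes, whose median at 32 µM was −0.091. The medians in the 2 libraries were −0.13 and −0.064, and 0 of the 13 genes were called. With 4 higher and 9 lower, these values argue against a rise of the set as a whole. Induction of single members was not excluded.

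More genes had a count in replicate 1 at 10 µM (19928) than in the others. Depth is argued against, as the library with the largest total had 18820. Genomic DNA would raise olfactory and vomeronasal receptor genes, whose share of counts there was 0.743 of that in DMSO + LPS replicate 2, the highest of the other libraries. That share rested on 312 counts in 33 of 1318 such genes. It speaks only against larger amounts of DNA, and stray reads at about 1 count per gene are not excluded. In replicate 1 at 10 µM, 798 genes had a count that no other library had, with a median of 1 count and at most 183; no biological explanation was tested.

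Actb, the endogenous control of the paper's transcript measurements, had log2 fold changes of −0.35, −0.18 and −0.058 at 32, 10 and 3.2 µM, lower under each scaling tried. Relative to Actb, Nqo1 was at 2.98, 1.84 and Nos2 at −1.84, −0.71 at 32 and 10 µM.

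At 32 µM the median log2 fold change was −0.059 for 11 heat-shock genes (camera adjusted p = 0.969) and −0.032 for 15 ATF4 target genes (camera adjusted p = 0.859). The first was 0.021 without DMSO + LPS replicate 2, 0.062 without 32 µM replicate 1 and −0.11 without 32 µM replicate 2, and the second ran from −0.072 without 32 µM replicate 1 to −0.0084 without 32 µM replicate 2, so neither had a settled size. LPS alone gave 0.72 and 0.86. Cell-division genes were at −1.75 after LPS, at 0.16 with 18 of 24 higher at 32 µM (camera adjusted p = 0.00586) and at 0.12 at 10 µM (camera adjusted p = 0.00943; 0.061 without 10 µM replicate 2, where the call was lost).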
